# Brca1 is expressed in human microglia and is dysregulated in human and animal model of ALS

**DOI:** 10.1186/s13024-015-0023-x

**Published:** 2015-08-01

**Authors:** Harun Najib Noristani, Jean Charles Sabourin, Yannick Nicolas Gerber, Marisa Teigell, Andreas Sommacal, Maria dM Vivanco, Markus Weber, Florence Evelyne Perrin

**Keywords:** Microglia, Transcriptomics, hSOD1^G93A^ mice, ALS patients, Brca1

## Abstract

**Background:**

There is growing evidence that microglia are key players in the pathological process of amyotrophic lateral sclerosis (ALS). It is suggested that microglia have a dual role in motoneurone degeneration through the release of both neuroprotective and neurotoxic factors.

**Results:**

To identify candidate genes that may be involved in ALS pathology we have analysed at early symptomatic age (P90), the molecular signature of microglia from the lumbar region of the spinal cord of hSOD1^G93A^ mice, the most widely used animal model of ALS. We first identified unique hSOD1^G93A^ microglia transcriptomic profile that, in addition to more classical processes such as chemotaxis and immune response, pointed toward the potential involvement of the tumour suppressor gene breast cancer susceptibility gene 1 (Brca1). Secondly, comparison with our previous data on hSOD1^G93A^ motoneurone gene profile substantiated the putative contribution of Brca1 in ALS. Finally, we established that Brca1 protein is specifically expressed in human spinal microglia and is up-regulated in ALS patients.

**Conclusions:**

Overall, our data provide new insights into the pathogenic concept of a non-cell-autonomous disease and the involvement of microglia in ALS. Importantly, the identification of Brca1 as a novel microglial marker and as possible contributor in both human and animal model of ALS may represent a valid therapeutic target. Moreover, our data points toward novel research strategies such as investigating the role of oncogenic proteins in neurodegenerative diseases.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13024-015-0023-x) contains supplementary material, which is available to authorized users.

## Background

Amyotrophic lateral sclerosis (ALS) is characterised by selective motoneurones degeneration in the spinal cord, brainstem and motor cortex leading to progressive muscle weakness, atrophy and paralysis. Approximately 90 % of ALS patients are sporadic whilst 10 % are familial cases with genetic mutations in SOD1 (Cu/Zn superoxide dismutase 1), FUS (fused in sarcoma), TARDBP (also known as TDP-43) and C9ORF72, among others [1]. Transgenic mice over-expressing the human mutated gene for SOD1 develop an adult-onset paralysis that closely recapitulates human ALS [2]. Recent studies have established that ALS is a complex multi-factorial disease that involves several cellular partners including glial cells [3].

Microglia, the resident immune cells of the central nervous system (CNS), when activated, release pro- and anti-inflammatory cytokines and chemokines that are generally associated with M1 and M2 phenotypes [4, 5]. Microglia have a dual role in ALS with an early protective effect on motoneurones but also a detrimental effect due to the secretion of neurotoxic factors [6]. It is hypothesised that progressive motoneurone death results from the combination of intrinsic motoneurones vulnerability and toxicity from neighbouring cells such as microglia [6]. In ALS patients and animal models, there is a clear microglia activation [3], in particular we have shown an early involvement of microglia in hSOD1^G93A^ mice [7]. Understanding the contribution of microglia to motoneurone degeneration is of high priority. One means of analysing the role of a cell population in a process network is to study gene expression alterations in this given population. In addition, an integrative comparison of the specific molecular signatures of several cellular partners is necessary to decipher the crosstalk between these cells. We have previously identified gene dysregulation in pure motoneurones from the lumbar spinal cord of hSOD1^G93A^ mice [8] and two other mouse models of motoneurone disease [9]. We revealed a unique motoneurone gene expression profile characterised by an absence of dysregulation of genes associated with cell death and a massive up-regulation of genes involved in cell growth [8].

Growing evidence points toward mitochondrial dysfunction and oxidative DNA damage in ALS [10]. Defence mechanisms, including SOD, counteract excessive accumulation of reactive oxygen species, however in ALS, cellular antioxidant defences are insufficient leading to damage of nucleic acids, proteins and lipids [11]. Inherited mutations in breast cancer susceptibility gene 1 (*Brca1*), a well-known tumour suppressor implicated in familial breast and ovarian cancers, is one of the best defined risk factor for development of breast and ovarian cancer. *Brca1* plays important roles in a broad spectrum of functions including transcription regulation, cell cycle checkpoint activation, apoptosis, chromosomal remodelling, ubiquitination and DNA repair [12]. The role of *Brca1* in each of these processes remains to be fully understood but it is hypothesized that it act as a scaffold for the formation of complexes with a wide range of proteins [13]. This ability of *Brca1* to interact with different proteins may underlie its involvement in a variety of cellular processes [13]. *Brca1* also exerts a protective role against oxidative stress via up-regulation of antioxidant genes and maintenance of the redox balance through up-regulating the expression of heat shock protein HSP27 [14, 15].

In breast cancer, *Brca1* cellular localisation as well as the significance of its altered localisation, is still a matter of debate. It had been recently shown that in normal breast, *Brca1* nuclear expression is strong and uniform in parenchymal cells whereas in malignant cells its expression is reduced if not absent from the nucleus and is, in some cases, observed in the cytoplasm [16]. Interestingly, altered expression of *Brca1* was associated with poor prognosis and shortened survival. In the adult rodent CNS, the presence of *Brca1* is detected only in neurons [17] whereas a high *Brca1* expression is observed in embryonic [17, 18] and adult neural stem cells and is involved in cell proliferation [18].

Here we identify putative *Brca1* involvement in ALS via hSOD1^G93A^ microglia gene profiling and comparisons to our previous transcriptomic findings in hSOD1^G93A^ motoneurones. We then demonstrated that *Brca1* is a novel marker of human microglia and is up-regulated in ALS patients.

## Results

### Transcriptomic analysis of FACS isolated microglia from control and hSOD1^G93A^ lumber spinal cord

We have previously described early microglial disturbances in hSOD1^G93A^ male mice reflected at P90 by a heterogeneous Iba1^+^ microglial distribution with higher density within the grey matter in hSOD1^G93A^ mice as compared to control [7, 19]. Since activated microglia/macrophages exhibit increased CD11b expression, we carried out CD11b immunostaining (Fig. 1a & b). CD11b-positive microglia displayed enlarged somata with short and thick processes that are typical of a reactive phenotype and were predominantly found in hSOD1^G93A^ mice (Fig. 1b). 

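In hSOD1 G93A mice, which carry a human SOD1 transgene with a mutation of familial ALS, lumbar microglia were compared with those of wild-type males at 90 days of age on 3 whole-genome Affymetrix arrays per genotype. *Itgam*, which encodes CD11b, the marker used for the sort, had a log2 signal of 8.71 ± 0.04 (SD, n = 3) in hSOD1 G93A and 8.73 ± 0.30 (SD, n = 3) in wild-type microglia, a log2 fold change of -0.02 (standard error 0.15, adjusted p = 0.952 from limma). *Aif1*, which encodes the microglial protein Iba1, had a log2 fold change of 0.34 (standard error 0.12, adjusted p = 0.12). *Sod1*, the mouse counterpart of the transgene, had a log2 signal of 11.89 ± 0.02 (SD, n = 3) in hSOD1 G93A and 11.88 ± 0.32 (SD, n = 3) in wild-type microglia, a log2 fold change of 0.01 (standard error 0.16, adjusted p = 0.987). A further probe set of *Sod1* was higher by 0.59 (adjusted p = 0.0335 over all probe sets), and the 3 others did not pass the test. The probe sets of *Sod1* are designed on mouse sequence and may not detect the human transgene, so they do not check the genotype labels. Without wild-type replicate 2 or 3 the direction reversed, to -0.04 and -0.12 for *Sod1* and to 0.11 and 0.01 for *Itgam*.

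Each array held RNA of CD11b-positive cells pooled from at least 6 mice, so the spread between arrays is that between pools. The cords had been dissociated with trypsin and hyaluronidase, myelin had been removed on sucrose, and dead cells and debris had been gated out before the sort. The paper describes a double amplification of RNA for small samples, whereas the sample labels describe the standard Affymetrix protocol from micrograms of total RNA. The authors' deposited values are log2 signals, which the submitters' processing notes describe as RMA values made in Partek, whereas the paper's methods name the Affymetrix MAS software, whose signals and detection calls are not used here. The median log2 signal of the 6 arrays lay between 5.93 and 5.97. Groups were compared with limma, which moderates the variance of each probe set by that of the others, and p-values were adjusted by Benjamini-Hochberg over 18193 genes, each measured by its probe set with the highest mean signal. The number of arrays limits the precision. The first principal component of the arrays' log2 signals, with 46.4% of the variance, separated the genotypes. The second, with 28.0%, set both arrays numbered 1 apart from the 4 others. The 3' minus 5' log2 signal of *Gapdh*, which is larger where copies of the RNA are shorter, was 4.12 ± 0.59 (SD, n = 3) in hSOD1 G93A and 4.89 ± 0.11 (SD, n = 3) in wild-type arrays, a difference of -0.77 (exact two-sided permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). For beta-actin the difference was -0.75 (exact two-sided permutation test, p = 0.2).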

To further analyse transcriptomic modification specifically in microglia, we isolated microglia of hSOD1^G93A^ and control littermate males at early symptomatic age (P90) from the lumbar spinal cord (L1-L5) that corresponds to the onset of degeneration. Microglia were isolated by fluorescence-activated cell sorting (FACS) using CD11b (Fig. 1c–e). We observed a 1.65-fold increase in the total number of CD11b^+^ microglia in hSOD1^G93A^ versus controls (26 350; *n* = 15 in hSOD1^G93A^ and 15 900; *n* = 26 in control; Fig. 1c & d). RNA extracted from FACS purified microglia was of high quality (Fig. 1f) and microarrays analysis revealed 630 dysregulated genes (260 down-regulated and 370 up-regulated, Additional file 1: Table S1).

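*Cst7*, which encodes the protease inhibitor cystatin F, rose from 7.94 ± 0.16 (SD, n = 3) in wild-type to 12.27 ± 0.46 (SD, n = 3) in hSOD1 G93A microglia, a 20.1-fold change (log2 fold change 4.33, standard error 0.21, adjusted p = 4.07e-05 from limma). *Ch25h*, which encodes cholesterol 25-hydroxylase, rose 11.1-fold, *Lpl*, which encodes lipoprotein lipase, rose 7.95-fold, and *Itgax*, which encodes the integrin CD11c, rose 7.59-fold. The hSOD1 G93A signal of *Lpl* (13.1) lies above 13, where an array can be near saturation. The other large rises were of *Fam20c* (log2 fold change 3.18), *Tmem178* (2.73), the receptor tyrosine kinase gene *Axl* (2.69), *Lgals3bp* (2.53) and *Gas2l3* (2.31), besides *Igf1*, *Ccl5* and *Mmp12*. *Mobp* and *Bcas1*, both of myelin-forming cells, had log2 fold changes of -2.49 (standard error 0.35, adjusted p = 0.006) and -2.03, and *Nefl*, which encodes the neurofilament light chain, had -2.20 (standard error 0.22, adjusted p = 0.00186). *Slc39a12* (-1.81), the glutamate transporter gene *Slc1a2* (-1.60), the bicarbonate transporter gene *Slc4a4* (-1.55), *Klrd1* of natural killer cells (-1.79), *Mapk10* (-1.72), *Tmem204* (-1.67), *Fam107a* (-1.64), *Rgs18* (-1.63) and *Ctnnd2* (-1.57) complete the 12 largest falls. The fall of *Mapk10* rests on 1 probe set that can cross-hybridise, and its other 2, with signals below 5, had -0.15 and 0.35 and did not pass. The wild-type signal of *Tmem178* (4.22) and the hSOD1 G93A signal of *Slc39a12* (4.78) lie below 5, close to background, so the size of their change and its rank are uncertain. When 1 array was left out, the adjusted p of *Lgals3bp* was 0.0643 without hSOD1 G93A replicate 2, 0.0603 without hSOD1 G93A replicate 3 and 0.0642 without wild-type replicate 3. That of *Klrd1* was 0.0708 without hSOD1 G93A replicate 2 and 0.0708 without hSOD1 G93A replicate 3. For *Mapk10* it was 0.0594 without hSOD1 G93A replicate 2 and 0.0527 without hSOD1 G93A replicate 3. That of *Fam107a* was 0.148 without hSOD1 G93A replicate 2, 0.147 without hSOD1 G93A replicate 3, 0.0856 without wild-type replicate 1, 0.0982 without wild-type replicate 2 and 0.0853 without wild-type replicate 3. For *Slc1a2* it was 0.0543 without hSOD1 G93A replicate 2. That of *Slc4a4* was 0.118 without hSOD1 G93A replicate 2, 0.133 without hSOD1 G93A replicate 3, 0.0582 without wild-type replicate 1, 0.0716 without wild-type replicate 2 and 0.0828 without wild-type replicate 3. The genotypes did not overlap in 5002 genes (27.5%) of all, where chance gives 10%, and the 24 genes were chosen among these. Suffixed probe sets, with names ending in a_at, s_at or x_at, include those flagged for possible cross-hybridisation, which was not tested. *Slc4a4* had -0.71 without suffixed probe sets (adjusted p = 0.0685) and -0.56 with the mean of all its probe sets (adjusted p = 0.0907) and did not pass there. *Mapk10* had -0.15 without suffixed probe sets (adjusted p = 0.528) and -0.51 with the mean of all its probe sets (adjusted p = 0.0641) and did not pass there. *Fam107a* had -0.47 without suffixed probe sets (adjusted p = 0.106) and did not pass there.

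Of 30 measured genes of the disease-associated microglial state, 23 rose and 7 did not pass the test (27 rose when adjusted over the list alone). Their median log2 fold change was 1.33 (camera, adjusted p = 7.21e-27, and adjusted p = 0.149 with an estimated correlation). Of the list, 22 genes stand in Table S1, which had been seen when the list was written. Homeostatic microglial genes had a median of -0.05 (camera, adjusted p = 0.197; -0.10 to -0.027 with 1 array left out), with 1 of 28 higher and 5 lower (6 and 5 when adjusted over the list alone). *Fcrls* rose by 1.07, while *Sall1*, a transcription factor of microglial identity, had a log2 fold change of -0.83, *Crybb1* -0.63 and *Mef2a* -0.60. Of the 6 probe sets of *Mef2a*, 0 passed over all probe sets. The other probe set of *Sall1* had -0.063 and did not pass (adjusted p = 0.813 over all probe sets). The call of *Sall1* was lost without hSOD1 G93A replicate 3 (adjusted p = 0.0502). *Crybb1* did not pass without hSOD1 G93A replicates 2 and 3 or wild-type replicates 1, 2 and 3 (adjusted p = 0.132, 0.145, 0.0711, 0.119 and 0.0969). The call of *Mef2a* was lost without hSOD1 G93A replicates 1, 2 and 3 or wild-type replicates 2 and 3 (adjusted p = 0.0971, 0.119, 0.0966, 0.122 and 0.083). *Mef2a* had -0.044 without suffixed probe sets (adjusted p = 0.91) and -0.32 with the mean of all its probe sets (adjusted p = 0.12) and did not pass there.

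Of 23 astrocyte markers 11 fell (20 when adjusted over the list alone). Their median log2 fold change was -0.79 (camera, adjusted p = 9.63e-13, and adjusted p = 0.203 with an estimated correlation). With the *Gapdh* 3' minus 5' difference as a covariate, added after seeing the data, the medians were -0.47 for astrocyte markers and -0.069 for oligodendrocyte markers (adjusted p = 1.74e-06 and 0.00269), and for homeostatic microglia -0.13 (adjusted p = 0.0525). Oligodendrocyte markers had 4 of 25 lower (8 when adjusted over the list alone). The members' median was -0.27 (adjusted p = 1.42e-06, and adjusted p = 0.149 with an estimated correlation), and it ranged from -0.41 to -0.10 with 1 array left out. Among them were *Mbp*, of myelin, at -1.16 and *Prr18* at -1.54. The wild-type signal of *Mbp* lies above 13, as do those of 3 other probe sets (-1.79, -1.66 and -1.52, adjusted p = 0.00607, 0.00448 and 0.00391 over all probe sets). Of its 4 probe sets below 13, 1 passed at -0.56 (adjusted p = 0.0303), and -1.48, -0.17 and -0.097 did not pass. For neurone markers, 10 of 29 were lower and 1 was higher (13 and 2 when adjusted over the list alone). The median of this list was -0.19 (adjusted p = 2.06e-07, and adjusted p = 0.11 with an estimated correlation), and it ranged from -0.33 to -0.18 with 1 array left out. They include *Kif5c* (-1.50), *Map2* (-1.40, with an hSOD1 G93A signal of 3.87, close to background) and *Kif5a* (-1.38). Neutrophil markers had 8 of 23 lower (15 when adjusted over the list alone). Their median log2 fold change was -0.84 (adjusted p = 2.17e-11, and adjusted p = 0.261 with an estimated correlation). Among these were *Ceacam10* at -1.52, *Prtn3* at -1.41 and *Hdc* at -1.24, while *Mpo* (-1.45) did not pass. Monocyte markers had 9 of 20 lower and 1 higher (13 and 1 when adjusted over the list alone). The median of this list was -0.94 (adjusted p = 2.71e-08, and adjusted p = 0.244 with an estimated correlation). They include *S100a10* at -1.21, *S100a6* at -1.11 and *S100a4* at -1.09. Markers of border macrophages, which line vessels and meninges, had 7 of 17 lower and 1 higher (8 and 1 when adjusted over the list alone). As a group their median was -0.25 (adjusted p = 3.54e-05, and adjusted p = 0.203 with an estimated correlation), and it ranged from -0.49 to -0.24 with 1 array left out. They include *Maf*, a transcription factor gene, at -0.90. Of 24 endothelial and mural markers, 1 rose, *Flt1* (0.87, and 1.33 by another probe set), also when adjusted over the list alone. The median of these markers was 0.02, while the direction of the list test was downward (adjusted p = 0.65), and *Vwf* (0.71), *Dcn* (-0.47) and *Rgs5* (-0.43) did not pass. The call of *Mbp* was lost without hSOD1 G93A replicates 1, 2 and 3 or wild-type replicates 2 and 3 (adjusted p = 0.0731, 0.0845, 0.0971, 0.108 and 0.126). *Prr18* did not pass without hSOD1 G93A replicates 1, 2 and 3 or wild-type replicates 2 and 3 (adjusted p = 0.0816, 0.099, 0.119, 0.0972 and 0.136). The call of *Map2* was lost without hSOD1 G93A replicates 2 and 3 or wild-type replicate 2 (adjusted p = 0.0676, 0.11 and 0.0851). *Prtn3* did not pass without hSOD1 G93A replicates 2 and 3 or wild-type replicates 2 and 3 (adjusted p = 0.0776, 0.0678, 0.0807 and 0.0693). The call of *Hdc* was lost without hSOD1 G93A replicates 2 and 3 or wild-type replicates 2 and 3 (adjusted p = 0.0537, 0.0527, 0.0717 and 0.0815). *S100a6* did not pass without hSOD1 G93A replicate 2 or wild-type replicates 2 and 3 (adjusted p = 0.0681, 0.0602 and 0.0709). The call of *Maf* was lost without hSOD1 G93A replicate 3 or wild-type replicate 2 (adjusted p = 0.0653 and 0.0604). *Flt1* did not pass without hSOD1 G93A replicate 3 (adjusted p = 0.0514). *Map2* had -0.38 with the mean of all its probe sets (adjusted p = 0.0869) and did not pass there. *Kif5a* had -0.42 with the mean of all its probe sets (adjusted p = 0.0848) and did not pass there. *Ceacam10* had -1.07 without suffixed probe sets (adjusted p = 0.0567) and did not pass there. *Hdc* had -0.84 with the mean of all its probe sets (adjusted p = 0.0928) and did not pass there.

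**Figure D1:**
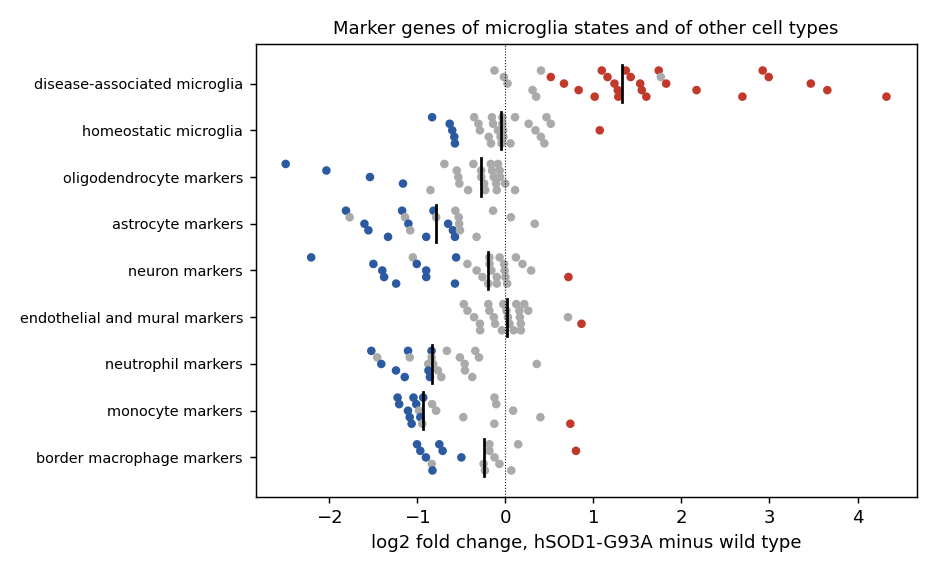
Log2 fold change (hSOD1-G93A minus wild type) of each measured member of 9 gene lists. Each point is 1 gene, red where it rose and blue where it fell at an adjusted p under 0.05 from limma and grey where it did not pass, and the black bar is the median of the list, from 1.33 for disease-associated microglia to -0.94 for monocyte markers.

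At an adjusted p under 0.05, 1206 genes differed, 745 of them higher and 461 lower, and 3929 did at an unadjusted p under 0.05. At the paper's thresholds of a 1.75-fold change and an unadjusted p under 0.05, 560 genes differed, 280 in each direction. The methods' t-test gave 424 genes at these thresholds (254 higher and 170 lower), 2690 at an unadjusted p under 0.05 alone and 0 after Benjamini-Hochberg adjustment. Left out in turn, hSOD1 G93A replicates 2 and 3 and wild-type replicates 2 and 3 lowered the 1206 genes to 446, 358, 456 and 433. With the *Gapdh* 3' minus 5' difference as a covariate, a setting chosen after seeing the data, 94 genes passed. The fold changes of the 1206 genes kept their direction in that fit, with a median ratio of 0.904, and the median standard error went from 0.131 to 0.183.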

**Fig. 1:**
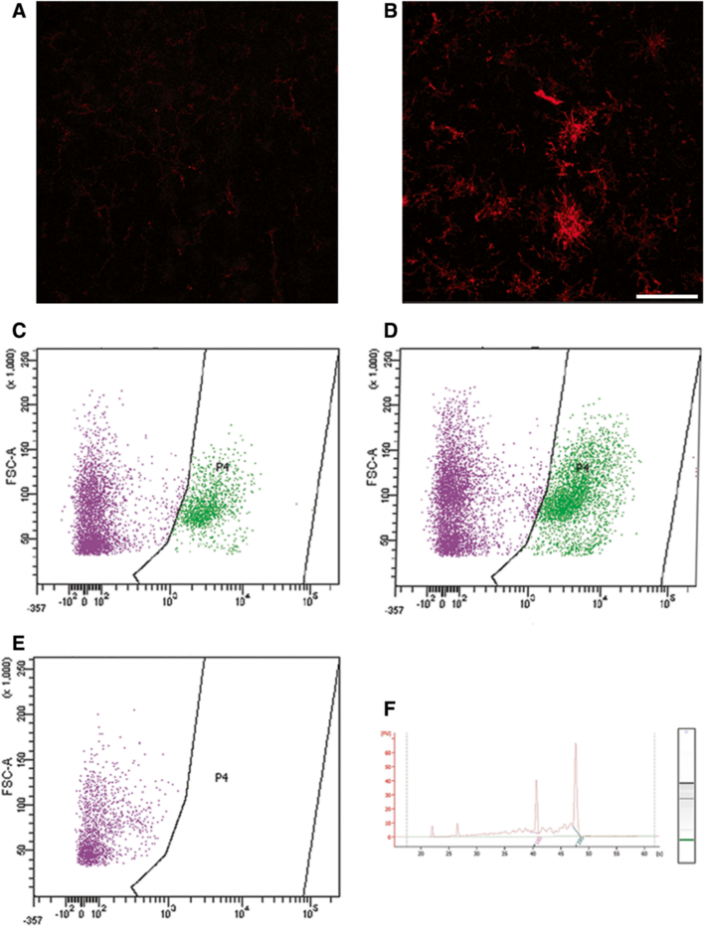
FACS analysis of CD11b^+^ microglia in control and hSOD1^G93A^ mice from the lumbar segment of the spinal cords at 90 days of age. Microglia were sorted by flow cytometry using the microglia marker CD11b. **a** Confocal images of CD11b expression in spinal cord microglia from control at 90 day of age and (**b**) from transgenic hSOD1^G93A^ mice at early symptomatic age. *Scale bars* (**a & b**): 50 μm. **c**–**d** Representative flow cytometry analysis dot plot displaying microglia profiles. **c** Control and (**d**) hSOD1^G93A^ spinal microglia at P90. In both (**c**) control and (**d**) hSOD1^G93A^ surrounded areas, designed as “*P4*”, correspond to the labelled cells. **e** Negative control (without CD11b labelling). The X-axis represents the intensity of fluorescence and the Y axis the size of the cells. **f** RNA quality isolated from FACSed microglia

### Cross-talk between microglia and motoneurones

We had previously identified dysregulated genes in hSOD1^G93A^ motoneuronse during disease progression [8, 9]. To unravel potential molecular cross-talk between microglia and motoneurones, we performed a comparative analysis of gene dysregulation in both cell populations. Comparison of dysregulated genes at P90 between motoneurones (102 genes) and microglia (668 genes) revealed 19 common genes (Additional file 2: Figure S1A). Process network rankings were clearly different in the commonly dysregulated genes (in motoneurones and microglia) and uniquely dysregulated genes. Antigen presentation was classified first in the common group, whilst cytoskeleton and cytoplasmic microtubules genes were top ranked in motoneurones only set (Additional file 3: Table S2A). Similarly, cellular processes analysis ranked first immune response and antigen presentation in the common group whereas response to stress, regulation of immune response, system development and wounding response were the top 4 ranked processes in motoneurones only group (Additional file 3: Table S2B). Signalling and metabolic pathway analysis revealed immune response and cytoskeleton remodelling as first ranked in the commonly and motoneurone only dysregulated genes, respectively (Additional file 3: Table S2C).

We have previously shown that microglial reactivity precedes neuronal death in hSOD1^G93A^ mice [7]; to seek for potential modifications in microglia that could trigger motoneurone death, we compared dysregulated genes at P90 in microglia and P120 in motoneurones. Our previous microarrays analysis of microdissected motoneurones at the end stage of the disease (P120) showed no dysregulation of genes associated with cell death [8], this most likely reflects that dissected motoneurones were at an early demise stage. Indeed, we selected motoneurones that had an identifiable nucleus and a diameter of at least 25 μm, picking a sub-population of neurones that may resist degeneration. Three hundred twenty genes were uniquely dysregulated in hSOD1^G93A^ motoneurones; 603 uniquely dysregulated in hSOD1^G93A^ microglia; 65 genes were common (Additional file 2: Figure S1B). Clear differences were highlighted not only between the genes that were commonly and uniquely dysregulated but also in the ranking as compared to the previous analysis (microglia and motoneurones at P90, Additional file 4: Table S3). Particularly, inflammation and immune response were ranked top in motoneurones (Additional file 4: Table S3A). Interestingly, signalling and metabolic pathway analysis revealed the involvement of heme metabolism and DNA damage in both motoneurones and microglia (Additional file 4: Table S3C).

### Unique transcriptomic profiles of hSOD1^G93A^ microglia

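Of 33 interferon response genes 15 rose in hSOD1 G93A microglia and 18 did not pass the test (24 higher and 1 lower when adjusted over the list alone). As a group their median was 0.60 (camera, adjusted p = 3.86e-12, and adjusted p = 0.149 with an estimated correlation). *Bst2*, which encodes the antiviral protein tetherin, rose by 1.51 (standard error 0.18, adjusted p = 0.00343 from limma) and *Mx1*, an antiviral GTPase gene, by 1.34. Lysosomal genes, which break down engulfed material, had 25 of 45 higher and 1 lower (31 and 1 when adjusted over the list alone). The members' median was 0.57 (adjusted p = 3.38e-15, and adjusted p = 0.149 with an estimated correlation). *Pld3* rose by 2.14, the peptidase gene *Dpp7* by 1.91 (standard error 0.10, adjusted p = 5.92e-05), *Gusb*, of beta-glucuronidase, by 1.74 and *Gla*, of alpha-galactosidase, by 1.66. For lipid uptake and efflux 13 of 24 genes were higher and 1 was lower (19 and 1 when adjusted over the list alone). The genes' median was 0.63 (adjusted p = 8.27e-11, and adjusted p = 0.0679 with an estimated correlation). Besides *Ch25h* and *Lpl*, *Nceh1*, which encodes a cholesteryl ester hydrolase, rose by 1.69 and *Apoe*, which encodes apolipoprotein E, by 1.60 (standard error 0.15, adjusted p = 0.00124). The hSOD1 G93A signal of *Apoe*, 14.3, lies close to the highest of any array (14.59), so the size of its rise is uncertain. Of 14 genes of MHC class I presentation, 9 rose and 5 did not pass (12 rose when adjusted over the list alone), and the median was 0.73 (adjusted p = 2.54e-09, and adjusted p = 0.17 with an estimated correlation). With the *Gapdh* 3' minus 5' difference as a covariate, added after seeing the data, the MHC class I presentation median was 0.44 (adjusted p = 9.12e-04). *Nlrc5*, the class I transactivator gene, rose by 1.08 and *H2-M3* by 1.06, while the classical class I genes *H2-K1* (1.24, adjusted p = 0.0584) and *H2-D1* (1.34, adjusted p = 0.0741), close relatives that can share probe signal, did not pass by their probe sets of highest signal. Another probe set of each passed, at 1.44 for *H2-K1* and 1.18 for *H2-D1* (adjusted p = 0.0340 and 0.0215 over all probe sets). MHC class II presentation had 2 genes higher, *H2-Oa* (0.66) and *H2-DMa* (0.51), and 2 lower, *H2-Aa* (-0.65) and *H2-Eb1* (-0.63), of 10 (2 and 3 when adjusted over the list alone). Over the list the median was -0.15 (adjusted p = 0.124). The wild-type signal of *H2-Aa* lies above 13, and another of its probe sets had -1.57 (adjusted p = 0.0401 over all probe sets). The call of *Nlrc5* was lost without hSOD1 G93A replicates 2 and 3 or wild-type replicates 1, 2 and 3 (adjusted p = 0.0729, 0.103, 0.0516, 0.0768 and 0.0854). *H2-M3* did not pass without hSOD1 G93A replicate 2 or wild-type replicate 3 (adjusted p = 0.0594 and 0.0601). The call of *H2-Oa* was lost without hSOD1 G93A replicate 3 (adjusted p = 0.0524). *H2-DMa* did not pass without hSOD1 G93A replicates 1, 2 and 3 or wild-type replicates 1, 2 and 3 (adjusted p = 0.105, 0.0533, 0.165, 0.0554, 0.148 and 0.139). The call of *H2-Aa* was lost without hSOD1 G93A replicates 2 and 3 or wild-type replicate 2 (adjusted p = 0.0574, 0.0677 and 0.0555). *H2-Eb1* did not pass without hSOD1 G93A replicates 1, 2 and 3 or wild-type replicates 1 and 2 (adjusted p = 0.0569, 0.116, 0.0809, 0.0537 and 0.0836). *H2-DMa* had 0.51 without suffixed probe sets (adjusted p = 0.0506) and 0.21 with the mean of all its probe sets (adjusted p = 0.566) and did not pass there.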

To identify processes and pathways modified in hSOD1^G93A^ microglia, we carried out gene ontology enrichment and network analysis (Additional file 5: Table S4A–C; Fig. 2). Process network analysis ranked as first chemotaxis (Additional file 5: Table S4A, Fig. 2a) with 23 dysregulated transcripts out of 137 annotated genes in this process (17 %, *p* = 2.1E-08) (Additional file 5: Table S4A). Out of the 18 most significantly dysregulated genes, 4 were down-regulated with a maximum of 2-fold whereas 14 were up-regulated (Fig. 2a). 

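Among the chemotaxis genes of Table S4A, the chemokine genes *Cxcl14*, *Cxcl16* and *Ccl4* rose, while *Ccr2*, a chemokine receptor gene and marker of blood monocytes, and the chemokine gene *Pf4* fell. *Cxcl14* rose 4.47-fold (log2 fold change 2.16, standard error 0.28, adjusted p = 0.00443 from limma), *Cxcl16* 3.4-fold (adjusted p = 0.00455) and *Ccl4* 2.54-fold (adjusted p = 0.00321). The other probe set of *Cxcl14* had a log2 fold change of 0.56 and did not pass (adjusted p = 0.111 over all probe sets). *Ccr2* fell from 8.98 ± 0.11 (SD, n = 3) in wild-type to 7.75 ± 0.24 (SD, n = 3) in hSOD1 G93A microglia (log2 fold change -1.22, adjusted p = 0.00281), together with other monocyte markers. Of 19 measured genes 10 rose, 6 fell and 3 did not pass (11 and 7 when adjusted over the list alone). The paper chose these genes on the same arrays, so their counts are not independent evidence of direction, and their median log2 fold change of 0.60 did not pass the list test (camera, adjusted p = 0.0699). At the 1.75-fold and unadjusted p thresholds, 9 were higher and 6 lower.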

The gene coding for osteopontin (*SPP1*) presents a 16.8-fold increase (Additional file 1: Table S1). 

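Of 16 measured genes that Table S4A lists for regulation of angiogenesis, 7 rose in hSOD1 G93A microglia, 6 fell and 3 did not pass the test (limma; 8 and 7 when adjusted over the list alone). *Ctsb*, which encodes the lysosomal protease cathepsin B, rose by 1.02 on the log2 scale (standard error 0.12, adjusted p = 0.00348 from limma) by its probe set of highest signal, which in hSOD1 G93A microglia (13.9) lies above 13, where an array can be near saturation. Of its 4 other probe sets, 3 rose by 2.35, 1.65 and 0.90 (adjusted p = 0.0143, 0.00249 and 0.0112 over all probe sets), and 1 did not pass at 0.22. *Ednrb*, the endothelin receptor type B gene, fell from 7.43 ± 0.04 (SD, n = 3) to 6.25 ± 0.38 (SD, n = 3), a log2 fold change of -1.19 (adjusted p = 0.00745). The other 2 probe sets of *Ednrb* had -0.50 and, at signals below 5, -0.075 and did not pass (adjusted p = 0.173 and 0.789 over all probe sets). The G-protein subunit gene *Gnai1* had -1.04 (adjusted p = 0.00943), its other 2 probe sets having -0.58 and -0.33 (adjusted p = 0.0423 and 0.331 over all probe sets). *Pf4*, a chemokine gene of platelets and border macrophages, fell 2-fold (adjusted p = 0.0126). The gap junction gene *Gja1*, an astrocyte marker, had -1.77 and did not pass by its probe set of highest signal (adjusted p = 0.0646), while 2 of its other 5 probe sets passed at -2.18 and -1.56 (adjusted p = 0.0453 and 0.0240 over all probe sets), the second with an hSOD1 G93A signal of 4.08, close to background. *Pf4* had an adjusted p of 0.0569 without hSOD1 G93A replicate 2. The list was chosen by the paper on these arrays and is not independent evidence of a direction. Its median was 0.37, its mean -0.04 and its camera direction upward (adjusted p = 0.803). With 1 array left out the angiogenesis genes had a median of 0.21 to 0.46, and with the *Gapdh* covariate, added after seeing the data, it turned to -0.049 (adjusted p = 0.819). At a 1.75-fold change and an unadjusted p under 0.05, 4 of the genes were higher and 6 lower. *Gnai1* had -0.33 without suffixed probe sets (adjusted p = 0.306) and did not pass there.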

Regulation of angiogenesis (ranked 8th, Additional file 5: Table S4A, Fig. 2e) displayed 22 dysregulated genes (223 genes in this process, 9.8 %, *p* = 7.3E-04), with 16 being up-regulated. 

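*Igf1*, which encodes insulin-like growth factor 1, rose 12.6-fold, from 6.50 ± 0.30 (SD, n = 3) in wild-type to 10.16 ± 0.12 (SD, n = 3) in hSOD1 G93A microglia (log2 fold change 3.66, standard error 0.16, adjusted p = 1.82e-05 from limma). Among the other genes that Table S4A lists for the Jak-STAT inflammation network, *Csf1*, the gene of a growth factor of microglia, rose by 1.55 (adjusted p = 0.00143), whereas *Cpe*, which encodes a peptide-processing enzyme, had a log2 fold change of -1.49 (adjusted p = 0.00458). Of 14 measured genes of this list 9 rose, 4 fell and 1 did not pass, with the same counts when adjusted over the list alone. The median was 0.99 (camera, adjusted p = 8.22e-04, and adjusted p = 0.131 with an estimated correlation), for genes that the paper selected on these arrays and that are not independent evidence.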

Inflammation network was also dysregulated in hSOD1^G93A^ microglia (ranked 9^th^, 9 % of the annotated genes in this process, *p* = 1.4E-04, Additional file 5: Table S4A, Fig. 2d) with 14 up-regulated genes (including a 12.6 fold increase for IGF-1, Fig. 2d). GO cellular processes analysis ranked immune response as first (61/1505 genes, 4 %, *p* = 1.3E-18, Additional file 5: Table S4B, Fig. 2b). Out of the 38 most significantly dysregulated genes 5 were down-regulated with a maximum of 2.97-fold decrease for the gene coding for alpha-synuclein, whereas 33 were up-regulated. Genes coding for CCL5 (5.1-fold change (FC)) and CXCL13 (5.7-FC) were the most up-regulated (Additional file 1: Table S1). 

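*Ccl5*, a chemokine gene, rose 5.08-fold, from 7.26 ± 0.17 (SD, n = 3) in wild-type to 9.61 ± 0.49 (SD, n = 3) in hSOD1 G93A microglia (log2 fold change 2.34, standard error 0.22, adjusted p = 0.00143 from limma). *Cxcl13*, which encodes a chemokine that attracts B cells, rose 1.91-fold by its probe set of higher signal (log2 fold change 0.93, standard error 0.11, adjusted p = 0.00343), and its other probe set rose by 2.52 on the log2 scale (adjusted p = 0.00279 over all probe sets). The wild-type signal of that probe set, 4.63, lies below 5, close to background, so the size of its rise is uncertain. *Tlr2*, a receptor gene for bacterial lipoproteins, rose by 1.56 (adjusted p = 0.00281), and *Cst7*, which Table S4B also lists, had the largest change of the list. Of 37 measured immune response genes of Table S4B 20 rose, 11 fell and 6 did not pass (24 and 11 when adjusted over the list alone). Their median was 0.83 (camera, adjusted p = 6.11e-05, and adjusted p = 0.149 with an estimated correlation), and as genes chosen by the paper on these arrays they are not independent evidence of direction. The median of the immune response genes was 0.55 (adjusted p = 0.00246) with the *Gapdh* covariate, added after seeing the data. At the paper's 2 thresholds 19 were higher and 9 lower.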

Regulation of blood coagulation was ranked 3rd (50/665 genes, 7.5 %, *p* = 1.8E-09, Additional file 5: Table S4B, Fig. 2f). Amongst the 29 most significantly dysregulated genes 8 were down-regulated and 21 were up-regulated. 

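*Cd9*, which encodes a tetraspanin of microglia and platelets, rose 3.55-fold in hSOD1 G93A microglia (log2 fold change 1.83, standard error 0.24, adjusted p = 0.00443 from limma), and *Prkar2b*, a regulatory subunit gene of protein kinase A, fell from 6.81 ± 0.33 (SD, n = 3) to 5.33 ± 0.19 (SD, n = 3), a log2 fold change of -1.48 (adjusted p = 0.00327). The other 2 probe sets of *Prkar2b* had -0.55 and -0.54 and did not pass (adjusted p = 0.232 and 0.188 over all probe sets). *Igf1* and *Itgax*, also listed for this process in Table S4B, had the largest rises of its genes. Of 27 measured genes, chosen by the paper on these arrays and so no independent evidence, 13 rose, 10 fell and 4 did not pass (15 and 10 when adjusted over the list alone). The median log2 fold change was 0.45 and did not pass the list test (camera, adjusted p = 0.0832). At the paper's thresholds 10 were higher and 9 lower. *Prkar2b* had -0.54 without suffixed probe sets (adjusted p = 0.169) and did not pass there.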

Hypoxia was the 4th dysregulated cellular processes (31/416 genes, 7.45 %, *p* = 8.3E-09, Additional file 5: Table S4B). Out of the 20 most significantly dysregulated genes 4 were down-regulated and 16 were up-regulated (Fig. 2c).

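*Egln3*, which encodes an oxygen-sensing prolyl hydroxylase, rose 3.13-fold, from 6.88 ± 0.33 (SD, n = 3) in wild-type to 8.53 ± 0.30 (SD, n = 3) in hSOD1 G93A microglia (log2 fold change 1.65, standard error 0.20, adjusted p = 0.00325 from limma). *Aldoc*, which encodes the glycolytic enzyme aldolase C and is also an astrocyte marker, had a log2 fold change of -1.33 (adjusted p = 0.0237), while *Cd24a*, a surface protein gene of neurones and neutrophils, had -1.28 (adjusted p = 0.0395). *Aldoc* had an adjusted p of 0.0974 without hSOD1 G93A replicate 2, 0.092 without hSOD1 G93A replicate 3, 0.0632 without wild-type replicate 2 and 0.0605 without wild-type replicate 3. For *Cd24a* it was 0.0768 without hSOD1 G93A replicate 1, 0.0768 without hSOD1 G93A replicate 2, 0.104 without hSOD1 G93A replicate 3, 0.125 without wild-type replicate 2 and 0.138 without wild-type replicate 3. Of 18 measured hypoxia genes of Table S4B 10 rose, 4 fell and 4 did not pass (11 and 4 when adjusted over the list alone). The median was 0.82 (camera, adjusted p = 0.0147, and adjusted p = 0.299 with an estimated correlation), over genes that the paper had chosen on these arrays and that give no independent evidence. The adjusted p of the list was 0.0529 without hSOD1 G93A replicate 2. At the thresholds of the paper 9 were higher and 4 lower. *Aldoc* had -0.50 without suffixed probe sets (adjusted p = 0.117) and did not pass there. *Cd24a* had -1.20 without suffixed probe sets (adjusted p = 0.0528) and did not pass there.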

**Fig. 2:**
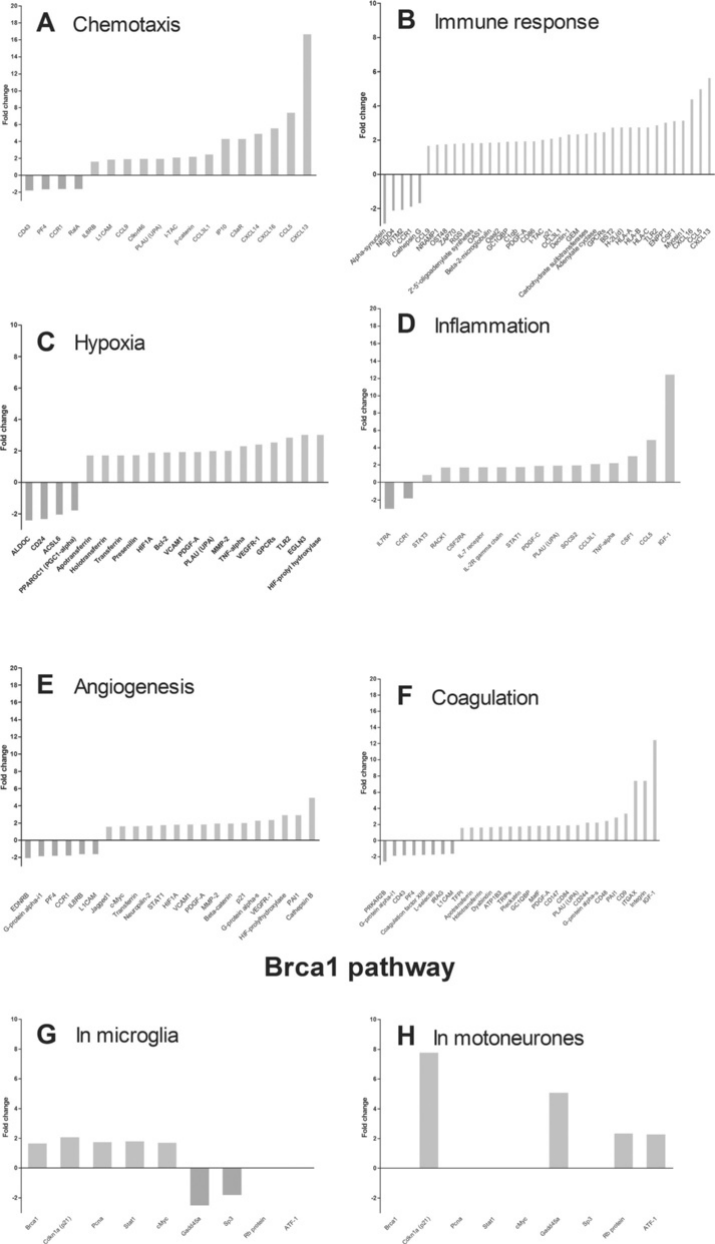
Enrichment and network analysis of dysregulated gene in pure hSOD1^G93A^ microglia at 90 days of age. Categories networks and gene ontology processes that are most significantly modified in hSOD1^G93A^ microglia at 90 days as compared to control microglia. In each category, the most dysregulated genes are presented

### Breast cancer 1 (Brca1) pathway is dysregulated in hSOD1^G93A^ mice

Pathways map analysis ranked as the third position DNA damage and specifically the involvement of Brca1 as a transcription regulator (Additional file 5: Table S4C, Figs. 2g and 3). Indeed, in hSOD1^G93A^ microglia (7/30 genes, 23 %; *p* = 1.6E-05, Additional file 5: Table S4C) were dysregulated in the canonical Brca1 pathway. 

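*Gadd45a*, a stress gene that acts in growth arrest and DNA repair, fell 2.62-fold, from 8.71 ± 0.23 (SD, n = 3) in wild-type to 7.32 ± 0.24 (SD, n = 3) in hSOD1 G93A microglia (log2 fold change -1.39, standard error 0.16, adjusted p = 0.00281 from limma). *Sp3*, which encodes a zinc finger transcription factor, fell 1.87-fold, from 8.24 ± 0.33 (SD, n = 3) to 7.33 ± 0.40 (SD, n = 3), a log2 fold change of -0.90 (standard error 0.22, adjusted p = 0.0472). The call of *Sp3* is close to the threshold, since it passed in 10 of 19 alternative settings, and its adjusted p was 0.0516 without hSOD1 G93A replicate 1, 0.0816 without hSOD1 G93A replicate 2, 0.132 without hSOD1 G93A replicate 3, 0.137 without wild-type replicate 2 and 0.113 without wild-type replicate 3.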

*GADD45α* and *SP3* transcription factor were down-regulated with FC of 2.6 and 1.9, respectively. 

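*Brca1*, which encodes a protein of DNA double-strand break repair and transcription, rose 1.76-fold, from 5.13 ± 0.20 (SD, n = 3) in wild-type to 5.94 ± 0.03 (SD, n = 3) in hSOD1 G93A microglia (log2 fold change 0.81, standard error 0.12, adjusted p = 0.00864 from limma). *Cdkn1a*, which encodes the cell cycle inhibitor p21, rose 1.73-fold (log2 fold change 0.79, standard error 0.11, adjusted p = 0.00591), and its other probe set rose by 1.13 on the log2 scale (adjusted p = 0.00391 over all probe sets). *Pcna*, the sliding clamp gene of DNA replication, rose 1.85-fold, from 9.43 ± 0.10 (SD, n = 3) to 10.31 ± 0.07 (SD, n = 3), and *Myc*, which encodes the transcription factor c-Myc, rose 1.79-fold (adjusted p = 0.00327 and 0.00889). The rise of *Brca1* rests on 1 of 4 probe sets, and the others had log2 fold changes of 0.15, -0.12 and -0.19, none of which passed (adjusted p = 0.558, 0.677 and 0.422 over all probe sets), and the mean of all 4 gave 1.12-fold. All 4 had low signals, with the group means between 2.99 and 5.94. *Brca1* had 0.16 with the mean of all its probe sets (adjusted p = 0.284) and did not pass there.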

Genes coding for *p21* (2.18-FC), *PCNA* (1.85-FC), *STAT1* (1.9-FC), *c*-*Myc* (1.8-FC) and *Brca1* (1.76-FC) were up-regulated (Additional file 1: Table S1 and Fig. 2g). Concomitant dysregulation of these genes clearly pointed toward a potential involvement of *Brca1* as a transcription regulator (Fig. 2g and red and blue thermometers labelled in Fig. 3). 

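Of the 6 genes of the *Brca1* map measured here, 4 rose (*Brca1*, *Cdkn1a*, *Pcna* and *Myc*) and 2 fell (*Gadd45a* and *Sp3*), with the same counts when adjusted over the list alone. Their median log2 fold change of 0.80 did not pass the list test (camera, adjusted p = 0.0786), and the paper chose them on these arrays, so they are not independent evidence of a direction. Of 45 genes of S phase and DNA replication 11 rose and 34 did not pass (17 rose when adjusted over the list alone). Their median log2 fold change was 0.30 (adjusted p = 1.38e-06, and adjusted p = 0.209 with an estimated correlation). Besides *Pcna*, the largest rises among them were of *Timeless*, a replication fork gene (0.89, adjusted p = 0.00315 from limma), *Ung*, which encodes uracil-DNA glycosylase (0.87, adjusted p = 0.0104), and *Gins1*, of the replicative helicase (0.80, adjusted p = 0.0338). Of 27 genes of BRCA1 complexes and their repair partners 4 rose and 23 did not pass (7 rose when adjusted over the list alone). The median of this list was 0.20 (adjusted p = 5.98e-04, and adjusted p = 0.118 with an estimated correlation). With the mean of all probe sets of a gene, the median of BRCA1 complexes and DNA repair partners was 0.11. *Chek1*, the gene of a checkpoint kinase, rose by 0.60 (adjusted p = 0.0372), while the mismatch repair gene *Msh6* (0.54, adjusted p = 0.0768) and the recombination gene *Xrcc3* (-0.47, adjusted p = 0.2) did not pass. With 1 array left out, the adjusted p of *Ung* was 0.0516 without hSOD1 G93A replicate 3 and 0.051 without wild-type replicate 3. That of *Gins1* was 0.0548 without hSOD1 G93A replicate 1, 0.0734 without hSOD1 G93A replicate 2, 0.0741 without hSOD1 G93A replicate 3, 0.109 without wild-type replicate 2 and 0.113 without wild-type replicate 3. For *Chek1* it was 0.06 without hSOD1 G93A replicate 1, 0.0778 without hSOD1 G93A replicate 2, 0.0774 without hSOD1 G93A replicate 3, 0.0737 without wild-type replicate 1, 0.113 without wild-type replicate 2 and 0.081 without wild-type replicate 3. *Gins1* had 0.49 with the mean of all its probe sets (adjusted p = 0.12) and did not pass there. *Chek1* had 0.29 with the mean of all its probe sets (adjusted p = 0.0649) and did not pass there.

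Of 39 genes of G2 and mitosis, limma called 0 at an adjusted p under 0.05, over all genes or adjusted over the list alone, and 10 at an unadjusted p under 0.05. *Bub1* (0.85), *Cdk1* (0.79), *Aurkb* (0.77) and *Pbk* (0.57), all of cell division, had the largest log2 fold changes and did not pass. These values ranged, in that order, from 0.49 to 1.1, 0.45 to 1.05, 0.49 to 0.96 and 0.34 to 0.69 with 1 array left out. The list's median was 0.23 (camera, adjusted p = 0.00503, and adjusted p = 0.636 with an estimated correlation), and without wild-type replicate 1 it was 0.04 (adjusted p = 0.920). It was 0.35 without wild-type replicate 2, 0.40 without wild-type replicate 3 (adjusted p = 6.67e-05 and 6.67e-06) and, for G2 and mitosis with the *Gapdh* covariate, added after seeing the data, 0.12 (adjusted p = 0.198). Targets of p53, the damage response factor, had 2 of 26 genes higher, *Cdkn1a* and *Ephx1*, which encodes an epoxide hydrolase (1.23, adjusted p = 0.00199), and 1 lower, *Gadd45a* (3 and 3 when adjusted over the list alone). Their median was 0.02 (adjusted p = 0.911), and *Pmaip1*, a gene of apoptosis, did not pass (0.76, adjusted p = 0.147). From the concomitant change of the genes of the map, the paper proposes that *Brca1* may be involved as a transcription regulator.

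**Figure D2:**
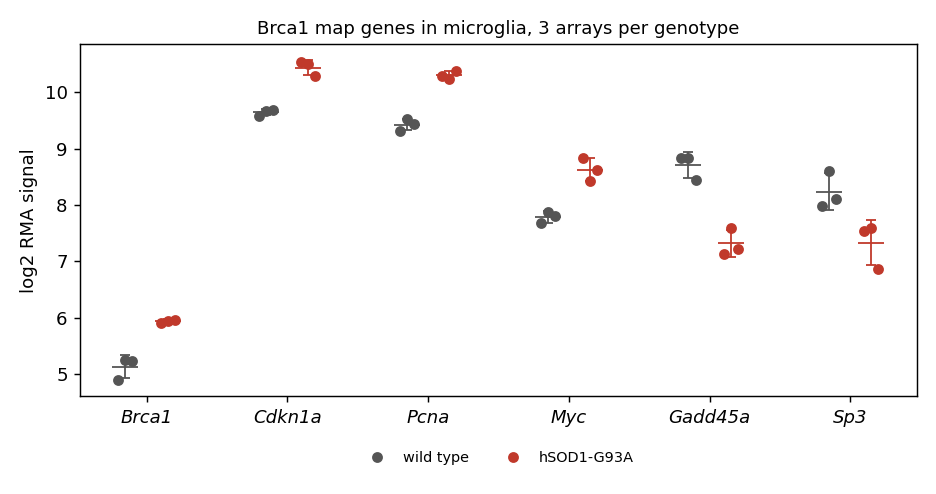
Log2 RMA signal (vertical axis) of Brca1, Cdkn1a, Pcna, Myc, Gadd45a and Sp3 (horizontal axis) on the 3 arrays of wild-type (grey) and the 3 of hSOD1-G93A microglia (red), each point 1 array, with the mean and SD. Brca1 has the lowest signal, with means of 5.13 in wild-type and 5.94 in hSOD1-G93A microglia.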

Interestingly, even if *Brca1* transcript itself was not dysregulated in motoneurones, 4 genes that are involved in *Brca1* pathway were also up-regulated in hSOD1^G93A^ motoneurones namely *p21*: 7.88-FC; *GADD45α*: 5.19-FC; *Rb protein*: 2.44-FC and *ATF*-*1*: 2.38-FC, (Fig. 2h and red thermometers labelled 2 in Fig. 3). To confirm microarray findings, we carried out quantitative real-time polymerase chain reaction (qPCR) in pure populations of hSOD1^G93A^ and wild type microglia and assessed the expression profiles of all candidate genes involved in *Brca1* pathway (Additional file 6: Figure S2). In addition, we have also included microglial samples at 60 days of age to assess the potential involvement of microglial *Brca1* at the initial stages of the disease progression in hSOD1^G93A^ mice (Additional file 6: Figure S2A). Our qPCR results showed no significant dysregulation of the genes involved in *Brca1* pathway at 60 days of age (Additional file 6: Figure S2A). However, at 90 days of age, and similarly to our microarrays results, we found up-regulation of *Brca1*, *Cdkn1a*, *Myc*, *Pcna* and *Stat1* as well as down-regulation of *Gadd45a* and *Sp3* in hSOD1^G93A^ microglia (Additional file 6: Figure S2B). It is important to note that dysregulation in *Cdkn1a*, *Myc*, *Pcna*, *Stat1*, *Gadd45a* and *Sp3* transcripts may also be involved in other signalling pathways. These findings confirm *Brca1* involvement in hSOD1^G93A^ microglia is specifically triggered at 90 days of age when the pronounced microgliosis becomes evident.

**Fig. 3:**
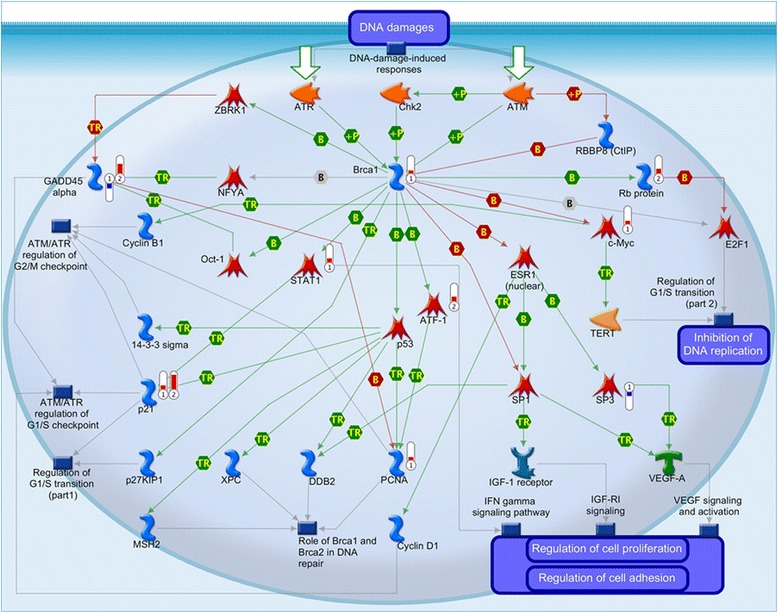
Brca1 pathway is involved in microglia from hSOD1^G93A^ mice. Gene ontology pathway map analyses of dysregulated genes either in hSOD1^G93A^ microglia at symptomatic age (P90) or in hSOD1^G93A^ motoneurones at the end stage of the disease (P120) demonstrate the involvement of Brca1 pathway. Thermometers indicate gene dysregulation (*red*: up-regulated; *blue*: down-regulated, thermometer levels correspond to the level of dysregulation). Thermometers with number *1* represent gene dysregulation in hSOD1^G93A^ microglia and number *2* in hSOD1^G93A^ motoneurones. Interactions between objects: *green* (positive or activation); *red* (negative or inhibition); *grey* (unspecified). *B* Binding (physical interaction between molecules), *TR* Transcription regulation (physical binding of a transcription factor to target gene’s promoter), +*p* Phosphorylation (protein activity is altered via addition of a phosphate group).  Binding protein  Transcription factor  Kinase  Generic enzyme

### Brca1 protein is expressed in human microglia and is up-regulated in ALS patients

To investigate Brca1 protein expression in human microglia, we performed dual immunofluorescence labelling using Brca1 and CD11b antibodies (Fig. 4). Brca1 staining in human control samples revealed ramified microglial population throughout the spinal cord displaying small cell bodies with long and thin processes (Fig. 4a & d) that co-localised with CD11b-positive microglia (Fig. 4b & e, c & f). Similarly, single immunoperoxidase detection of Brca1 revealed microglial profile that were identical to Iba1 (the most commonly used microglia marker) using adjacent human spinal cord sections (Fig. 5). Ramified microglia were evident in control cases following both Brca1 and Iba1 immunoperoxidase labelling (Fig. 5a–d). On the other hand, Brca1-positive microglia displayed enlarged cell bodies with short/thick processes in ALS cases similar to Iba1 immunostaining (Fig. 5e–h).

**Fig. 4:**
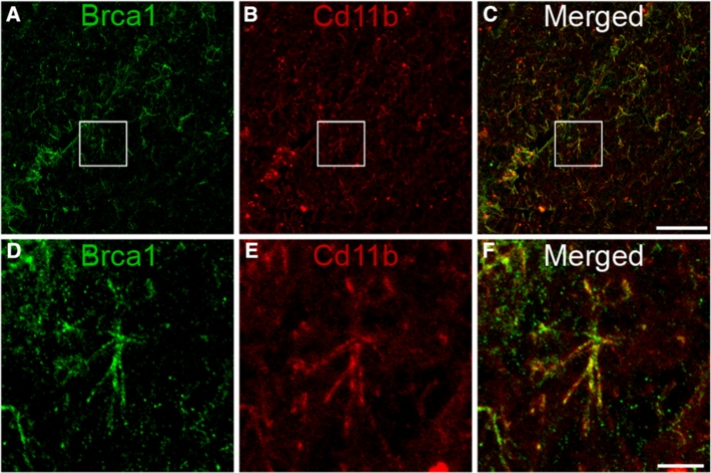
Microglial expression of Brca1 in human spinal cords. Confocal micrographs displaying Brca1 (**a**, **d**), CD11b (**b**, **e**) and dual Brca1/CD11b expression (**c**, **f**) expression by microglia within the human spinal cord. Brca1 labelled microglia displayed typical ramified morphology with small cell bodies and large and thin processes that completely colocalised with CD11b-positive microglia (**c & f**). *Scale bars* (**a**–**c**): 50 μm; (**d**–**f**): 10 μm

**Fig. 5:**
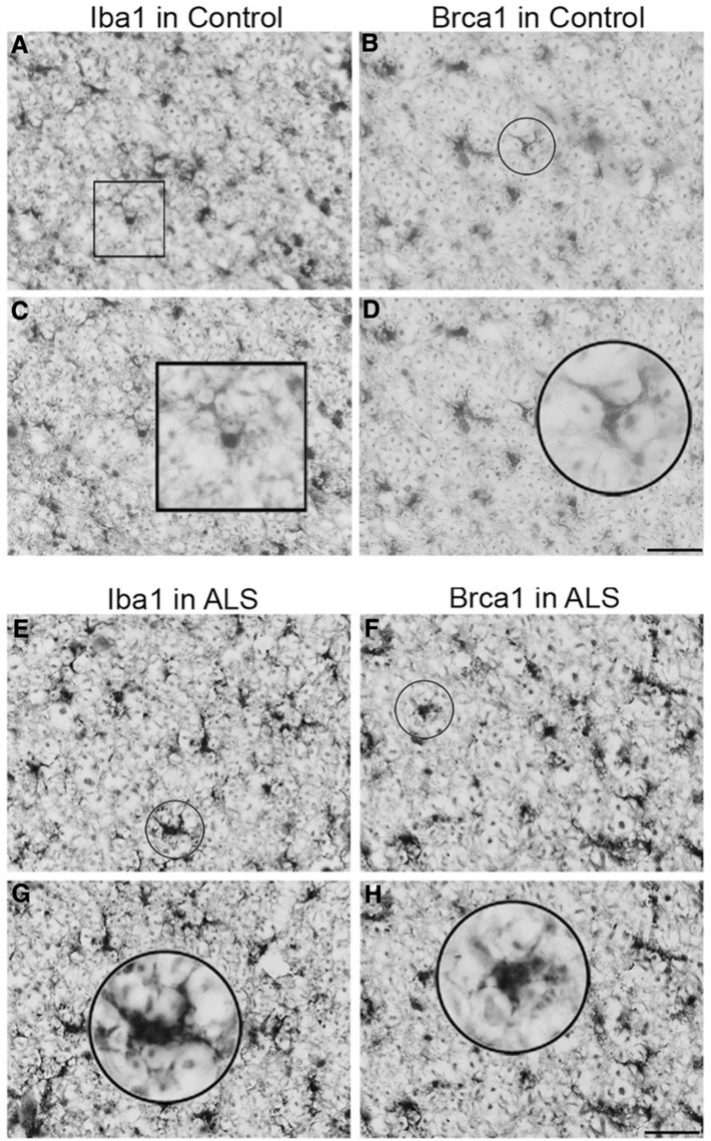
Microglial Iba1 and Brca1 expression within adjacent human control and ALS spinal cord. Brightfield micrographs indicating Iba1 and Brca1 expression within adjacent sections of control (**a**–**d**) and ALS (**e**–**h**) spinal cords. Both Ibal and Brca1-labelled microglia displayed typical ramified morphology in the control spinal cords with small cell bodies and large and thin processes (**c & d**). Microglial morphology displayed similar features following Iba1 (**a & c**) and Brca1 (**b & d**) immuno staining. In ALS spinal cords, Ibal and Brca1-labelled microglia displayed both ramified and activated microglia with enlarged cell bodies and short and thick processes (**g & h**). Microglial morphology were similar using Iba1 (**e & g**) or Brca1 (**f & h**) immuno staining. *Scale bars* (**a**–**h**): 50 μm

Finally, to determine Brca1 dysregulation in ALS, we quantified Brca1 immunoreactivity between the control and ALS spinal cords (Fig. 6). Brca1 expression was more evident in ALS compared to control cases (Fig. 6a & b, c & d). Quantitative analysis revealed a significant 78.2 % increase in Brca1 intensity within the white matter in ALS samples compared to controls (26.4 vs 47.1, *p* = 0.015; Fig. 6e). Within the grey matter, we observed a 32.8 % increase in Brca1 intensity in ALS samples compared to controls, however data variations in control samples kept them from attaining statistical significance (49.7 vs 66, *p* = 0.0545; Fig. 6f).

**Fig. 6:**
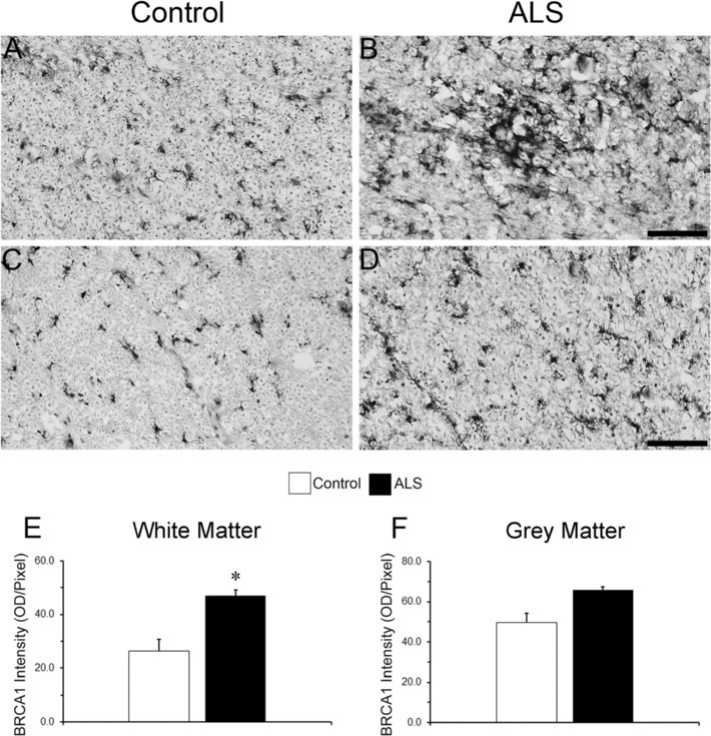
Up-regulation of microglial Brca1 expression in human ALS spinal cords. Brightfield micrographs displaying Brca1 expression within the spinal cords of control (**a & c**) and ALS cases (**b & d**). *Bar graphs* showing the increase in Brca1 intensity within the white (**e**) and grey (**f**) matters of the spinal cord in ALS compared to control cases. *Bars* represent mean ± SEM (*n* = 5 for ALS and 14 for controls). *p < 0.05. *Scale bar* (**a**–**d**): 100 μm

## Discussion

Non-cell autonomous toxicity plays a major role in ALS [20] but microglia participation is dual and complex. Microglia reactivity over the course of the disease may be characterised by a continuum of activation states from a M2 neuroprotective state to a deleterious M1 state. In culture, microglia have, at disease onset, a M2 phenotype whereas they are typified by a M1 phenotype at disease end-stage [21]. Comparison of our data to previous studies [21, 22] reveals an up-regulation of five M2 priming genes (*Clec7a*, *Igf1*, *Mmp12*, *Spp1* and *Lgals3*) and a down-regulation of *Retnla* and *F13a1*. 

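Of the M2 priming genes measured here *Clec7a*, the gene of the receptor dectin-1, rose by 1.28 on the log2 scale (standard error 0.17, adjusted p = 0.0044 from limma), and *Mmp12*, the macrophage elastase gene, rose (log2 fold change 2.30, adjusted p = 0.00134), as did *Igf1*. The wild-type signal of *Mmp12*, 3.90, lies close to background, so the size of its rise is uncertain. *Retnla*, which encodes a secreted protein of alternatively activated macrophages, had a log2 fold change of -0.93 (adjusted p = 0.0196), and *F13a1*, the coagulation factor XIII gene and a marker of monocytes and border macrophages, had -0.97 (adjusted p = 0.024). *Lgals3*, which encodes galectin-3, did not pass the test, at 11.85 ± 0.05 (SD, n = 3) in hSOD1 G93A and 11.86 ± 0.48 (SD, n = 3) in wild-type microglia (log2 fold change -0.02, standard error 0.21, adjusted p = 0.98). The paper named these genes from the same arrays, so they are not independent evidence. Of 6 measured genes 3 rose and 2 fell, with the same counts when adjusted over the list alone, and the median was 0.63 (camera, adjusted p = 0.112). When 1 array was left out, the adjusted p of *Retnla* was 0.0737 without hSOD1 G93A replicate 2, 0.0748 without wild-type replicate 2 and 0.0842 without wild-type replicate 3. That of *F13a1* was 0.0805 without hSOD1 G93A replicate 2, 0.0771 without hSOD1 G93A replicate 3, 0.0819 without wild-type replicate 2 and 0.0965 without wild-type replicate 3.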

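*Tnf*, the gene of the cytokine tumour necrosis factor, rose from 8.16 ± 0.14 (SD, n = 3) in wild-type to 9.42 ± 0.22 (SD, n = 3) in hSOD1 G93A microglia (log2 fold change 1.26, standard error 0.14, adjusted p = 0.00264 from limma), and *Cxcl10*, an interferon-induced chemokine gene, rose by 1.23 (adjusted p = 0.00281). *Cd86*, which encodes a costimulatory receptor, did not pass by its probe set of higher signal (0.35, standard error 0.11, adjusted p = 0.0908), while its other probe set was higher by 1.02 (adjusted p = 0.00356 over all probe sets). *Gadd45gip1*, which encodes a protein that binds GADD45 proteins and acts in mitochondrial ribosomes, rose from 6.16 ± 0.14 (SD, n = 3) to 6.71 ± 0.13 (SD, n = 3), a log2 fold change of 0.54 (adjusted p = 0.0316). The gene name that the paper gives beside this symbol describes *Gadd45a*, which fell. The adjusted p of *Gadd45gip1* was 0.0659 without hSOD1 G93A replicate 1, 0.115 without hSOD1 G93A replicate 2, 0.0636 without hSOD1 G93A replicate 3, 0.105 without wild-type replicate 2 and 0.0828 without wild-type replicate 3. Of the 4 measured genes, named by the paper from these arrays and not independent evidence, 3 rose (4 when adjusted over the list alone). The members' median was 0.89 (camera, adjusted p = 3.54e-05, and adjusted p = 0.115 with an estimated correlation). *Gadd45gip1* had 0.31 with the mean of all its probe sets (adjusted p = 0.093) and did not pass there.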

Interestingly, four M1 priming genes are up-regulated *CD86*, *Tnfα*, *Bcl2a1*a and *Cxcl10*, whilst growth arrest and DNA-damage-inducible alpha gene (*Gadd45gip1*) is down-regulated. A previous study has reported the gene-expression profile of isolated microglia in hSOD1^G93A^ mice and shown that potentially neuroprotective and neurotoxic factors are induced concurrently during disease progression [23]. The authors have analysed microglia from the entire spinal cord whereas we have restricted our investigations to the lumbar segment where onset of degeneration occurs. We report that hSOD1^G93A^ microglia from the lumbar region of the spinal cord over-express *progranulin*, *Igf1* and *osteopontin*, all potential neurotrophic factors, and thus confirmed findings from a previous study [23]. 

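*Grn*, which encodes progranulin, a secreted growth factor that also acts in lysosomes, is measured by 3 probe sets. That of the highest signal had 13.64 ± 0.04 (SD, n = 3) in hSOD1 G93A and 13.56 ± 0.03 (SD, n = 3) in wild-type microglia and did not pass the test (log2 fold change 0.08, standard error 0.10, adjusted p = 0.692 from limma). Of the others, 1 was higher by 1.13 (adjusted p = 0.00607 over all probe sets), and 1 did not pass at 0.23 (adjusted p = 0.269). At signals above 13 an array can be near saturation, which was not tested.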

Interestingly, we had previously identified in pure motoneurones of two mouse models of motoneurone disease (hSOD1^G93A^ and *pmn*) an increase in *IGFBP*. Also, an *IGFBP* that binds to *IGF*-*1* and *IGF*-*2* (nephroblastoma over-expressed gene) was up-regulated at all disease stages in hSOD1^G93A^ mice [8] and *IGFBP4* mRNA was induced at pre-symptomatic age in *pmn* mice [9]. We also confirmed the up-regulation of potential neurotoxic factors (including *Mmp12*, *tnf*-*α* and interferon-induced protein with tetratricopeptide repeats) [23]. However, we did not confirm the dysregulation of the genes coding for *IL*-*1β*, *IL*-*α*, *IL*-*10*, *Ifnar 1* and *Ifnar 2* as well as *Nox2* at P90. It had been shown that delayed forelimb motor impairment in ALS mice may be partially explained by augmented protective responses in the cervical spinal cords [24], thus gene expression profile of lumbar hSOD1^G93A^ microglia is potentially more homogenous and is more likely to reflect a pathological gene profile than microglia taken from the entire spinal cord. Together, these data confirm that microglia activation states are best characterised as a continuum of M2 and M1 states [21] with a M2 phenotype at early stage of the disease that evolves into a M1 phenotype at disease end-stage.

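Among the interferon-induced genes with tetratricopeptide repeats, which restrict viral RNA, *Ifit2* rose most (log2 fold change 1.80, standard error 0.23, adjusted p = 0.00375 from limma). *Ifit3* rose by 1.45 (standard error 0.23, adjusted p = 0.00918) and *Ifit1* by 1.26 (standard error 0.17, adjusted p = 0.00585).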

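*Il1a*, which encodes the cytokine interleukin-1 alpha, rose 1.62-fold, from 9.23 ± 0.15 (SD, n = 3) in wild-type to 9.92 ± 0.14 (SD, n = 3) in hSOD1 G93A microglia (log2 fold change 0.70, standard error 0.13, adjusted p = 0.0155 from limma). The other genes did not pass the test, namely *Il1b*, of interleukin-1 beta (0.28, adjusted p = 0.565), *Il10*, of an anti-inflammatory cytokine (0.21, adjusted p = 0.529), the interferon receptor genes *Ifnar1* (0.16, adjusted p = 0.708) and *Ifnar2* (0.18, adjusted p = 0.577), and *Cybb*, which encodes Nox2 (0.03, standard error 0.40, adjusted p = 0.983). As a list of 6, with 1 higher also when adjusted over the list alone, they had a median of 0.20 (camera, adjusted p = 0.118). It ranged from 0.14 to 0.37 with 1 array left out. Left without single arrays, *Il1a* had an adjusted p of 0.0669 without hSOD1 G93A replicate 3 and 0.0626 without wild-type replicate 3.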

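General lists of M1 and M2 polarisation were tested besides the priming genes that the paper names. Of 25 M1 genes 8 rose, among them *Ccl5*, *Tlr2*, *Tnf* and *Cxcl10*, 1 fell and 16 did not pass (10 and 1 when adjusted over the list alone). The genes' median was 0.28 (camera, adjusted p = 0.00122, and adjusted p = 0.149 with an estimated correlation), and it ranged from 0.17 to 0.38 with 1 array left out. With the *Gapdh* covariate, added after seeing the data, the median of the pro-inflammatory (M1) polarisation list was 0.17 (adjusted p = 0.0299). Of 24 M2 genes 1 rose, 5 fell and 18 did not pass (2 and 5 when adjusted over the list alone). Over the list the median was -0.11 (adjusted p = 0.0379, and adjusted p = 0.261 with an estimated correlation), and it ranged from -0.17 to -0.08 with 1 array left out, while the M2 priming genes of the paper had a median of 0.63. Those that fell include *Clec10a*, a lectin gene of macrophages (-0.83, adjusted p = 0.018 from limma), besides *Retnla* and *F13a1*, while the scavenger receptor gene *Cd163* did not pass (-0.84, adjusted p = 0.151). The adjusted p of the M2 list was 0.106 without hSOD1 G93A replicate 1, 0.176 without wild-type replicate 2 and 0.0633 without wild-type replicate 3, and several of its genes are also markers of border macrophages. The call of *Clec10a* was lost without hSOD1 G93A replicates 2 and 3 or wild-type replicates 2 and 3 (adjusted p = 0.0563, 0.0789, 0.0685 and 0.0771).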

An unexpected finding was the up-regulation in hSOD1^G93A^ microglia of *Brca1* with a 1.76 fold. Using *in silico* comparison with data from Chiu et al. [23], we found that *Brca1* was also deregulated in their study and presented a steady increased with 2.78 and 3.08 fold changes at P100 and P130, respectively. In our study, *Brca1* involvement was substantiated by the concomitant dysregulation of a number of other genes. As previously stated, *Igf1* was robustly up-regulated in hSOD1^G93A^ microglia; a complex interplay between *Brca1* and *IGF* signalling pathways had been reported in familial cancer, in particular through the convergence of Brca1-mediated tumour protective pathways and IGF1 receptors-mediated cell survival [25, 26]. This simultaneous up-regulation may represent a potential neuroprotective phenotype of microglia in ALS at early stage. Converging elements toward the involvement of Brca1 was also pointed through the dysregulation of genes linked to *Brca1* and belonging to the DNA damage pathway (Fig. 3). Indeed, *GADD45* was down-regulated in hSOD1^G93A^ microglia (P90) and up-regulated in motoneurones (P120) and it had been demonstrated that *Brca1* can modulate *GADD45* that in turn mediates DNA repair mechanisms and regulates growth arrest [15]. Importantly, we found that the gene coding for cyclin-dependent kinase inhibitor 1A (*p21*) was up-regulated both in hSOD1^G93A^ microglia (P90) and motoneurones (P120). Indeed, *p21* is a downstream target of *p53* and regulates several processes such as DNA repair, cell cycle arrest, cell differentiation and apoptosis. Through its antioxidant effects, *p21* also protects cells from oxidative damage *in vitro* and* in vivo* [15]. Activation of microglial cells and acquisition of deleterious M1 state is associated with an increased generation of reactive oxygen species (ROS) [27] that is likely to participate in motoneurone demise. Polarisation of microglia/macrophages to pro- and anti-inflammatory states is driven by cytokines and other factors such as ROS within the tissue microenvironment [28]. While the functional role of deregulated *Brca1* pathway in microglia remains to be determined, one hypothesis is that it may represent an attempt to counteract the detrimental effects of ROS and reflect an antioxidative defence mechanism through modulation of microglia polarisation.

Brca1 is implicated in a broad spectrum of functions; it regulates transcription and cell cycle progression, it is also involved in function that preserve genomic stability such as DNA repair pathways [29] and protection against oxidative damage to DNA. Many of these functions have been associated with CNS development but also with neurodegenerative diseases and in particular with ALS. Brca1 is required for normal cerebral cortex size development [30] by preventing apoptosis [31]. Using a neural progenitor-specific driver to delete *Brca1*, Pao et al. demonstrated an important role of *Brca1* in apoptotic and centrosomal functions in neuronal progenitors that may underlie DNA damage and brain size during development [31]. *Brca1* is also associated with lack of spinal cord neural tube closure in* spina bifida* meningomyelocele [32, 33]. Moreover, *Brca1*-deficient embryos presented disorganised neuroepithelium associated with rapid proliferation and enhanced cell death [32].

De-regulation in *Brca1* expression had been reported in Alzheimer’s [34, 35] and Huntington’s diseases [36]. Even though motor neuron diseases are not typical paraneoplastic syndromes, association with breast cancer had been regularly reported [37–41]. Moreover, there are occasional reports on improvement of motor neuron syndrome after cancer treatment [42–44].

## Conclusion

Here we identify putative *Brca1* involvement in ALS via hSOD1^G93A^ microglia gene profiling and comparisons to our previous transcriptomic findings in hSOD1^G93A^ motoneurones. Nevertheless, mRNA up-regulation of *Brca1* in hSOD1^G93A^ microglia could be simply anecdotal if it were restricted to a mouse model of ALS. This is not the case since we demonstrated that Brca1 protein is specifically expressed by human microglia and is significantly up-regulated in ALS patients.

These results substantiate that microglia are key non-cell autonomous players in the disease. Thus, the identification of the putative Brca1 involvement in a mouse model and human ALS provides new insights into the pathogenesis of ALS and points towards novel therapeutic targets.

## Methods

### Animals

Transgenic mice carrying the G93A human SOD1 mutation, B6SJL-Tg (SOD1-G93A)1Gur/J (ALS mice, high copy number) were purchased from The Jackson Laboratory (Bar Harbor, ME, USA) and bred on a B6SJL background. Transgenic mice were housed in controlled conditions (hygrometry, temperature and 12 h light/dark cycle). Ninety days old (P90, symptomatic) males were used for transcriptomic analysis and immunohistochemistry. Litter-matching between groups were done. We carried out all animal experiments in accordance with the guidelines approved by the French Ministry of Agriculture and following the European Council directive (2010/63/UE). We minimised the number and suffering of animals.

### Flow cytometry sorting of spinal cord microglia from SOD^G93A^ and control littermate mice

Mice were deeply anesthetised with tribromoethanol (500 mg/kg) and intracardially perfused with cold RNAse-free 0.1 M phosphate base saline (PBS, Invitrogen, Carlsbad, USA); spinal cords were dissected. Only the lumbar (L1 - L5) segment was used and dissociated in 750 μl PBS, 100 μl trypsin 13 mg/ml, 100 μl hyaluronidase 7 mg/ml, 50 μl kinurenic acid 4 mg/ml (Sigma Aldrich, Saint Louis, USA) and 20 μl DNAseI 10 mg/ml (Roche, Rotkreuz, Switzerland) for 30 min at 37 °C. Finally, gentle mechanic dissociation was carried out by pipetting. Cell suspension was sieved on a 40 μm cell strainer (BD Biosciences, Franklin Lakes, USA). To eliminate myelin, cells were re-suspended in PBS-25 % sucrose and centrifuged for 20 min at 750 g. Cells were incubated for 20 min on ice in the primary antibody CD11b-APC 1/100 in PBS (BD biosciences, Franklin Lakes, USA) that specifically labels microglia. Cells were washed with cold PBS and re-suspended in PBS 7-AAD 2 μg/ml (Sigma Aldrich). Cells were sorted with a FACS ARIA (BD Biosciences, Franklin Lakes, USA), equipped with a 488 nm Laser Sapphire 488–20. Size threshold, morphology and 7-AAD were used to eliminate cellular debris and dead cells.

### Microarray analysis of gene transcripts

Our data comply with the “Minimal Information About Microarray Experiment (MIAME)” guidelines. Total RNA was isolated using RNeasy Mini Kit, (Qiagen, Maryland, USA) including DNAse treatment to remove potential genomic DNA contamination. We tested the quality of the starting RNA and of the amplified cRNA (Agilent 2100 bioanalyzer, RNA 6000 Pico LabChip, Palo Alto, USA) and proceeded only if the RNA quality was satisfactory. A criterion was a cut point for RNA integrity number (RIN) at 7 [45]. Fifty nanograms of RNA per chip were hybridized (three chips per condition) following a T7-based double amplification procedure.

Hybridization targets were obtained following a double amplification procedure according to the protocol developed by Affymetrix (GeneChip® Eukaryotic Small Sample Target Labeling Assay Version II, Affymetrix, Santa Clara, USA) and previously used [8, 9]. A hybridization mixture containing 5.5 μg of biotinylated cRNA was generated. The biotinylated cRNA was hybridized to Affymetrix GeneChip® MOE 430 2.0. Three chips per group (wild type and hSOD1^G93A^) were hybridized, each corresponding to microglia from at least six pooled mice. Chips were visualised on a 3000 gene scanner (Affymetrix, Santa Clara, USA). We selected the differentially expressed transcripts using the Affymetrix software MAS 5.0 and carried out pair-wise comparison analyses where each of the mutant samples was compared to each of their respective control samples. This analysis is based on the Mann–Whitney pair-wise comparison test and allows the ranking of the results by concordance as well as the calculation of significance (*p* value) of each identified gene expression [46, 47]. A gene must exhibit 50 % or more of the “present” calls in all samples to be considered “expressed” and has two or more “present” calls among the three sets of samples. Fold differences were calculated as the ratio between the average values within each condition. Signal values and detection calls (present or absent) for all samples were determined using Affymetrix MAS5.0. Based on power analysis, we had selected a cut off threshold of 1.75 (p (α) 0.05, β 0.80) to identify transcripts that are differentially expressed between the controls and hSOD1^G93A^ mutant mice. Statistics: t-test with un-equal variance. Pathway analysis was done with MetaCore (Thomson Reuters).

### Quantitative real-time polymerase chain reaction

Candidate genes involved in Brca1 pathway were validated using qPCR. Similar to microarray, total RNA was extracted as described above from CD11-positive microglia isolated using FACS and used as a template in real time PCR. At least two animals were used for each analysis. To assess the involvement of microglia *Brca1* at initial stages of the disease progression, we carried out qPCR at 60 and 90 days of age in hSOD1^G93A^ and wild type mice. One round of amplification was done following the first cycle (first cDNA and cRNA synthesis) of the Affymetrix double amplification procedure before undertaking reverse transcription with random hexamers (Superscript II, Invitrogen, Carlsbad, CA). Real time PCR using Syber Green PCR Master Mix and Abi Prism SDS 7900 HT (Applied Biosystems, Foster City, CA) was done according to the manufacturer’s protocol. All amplicons were designed within the 3′ end of the cDNA using Primer Express Software 2.0 (Applied Biosystems, Foster City, CA) and when possible, overlapped exon-exon junctions. For the sequences of the primers, see Additional file 7: Table S5. All samples were analysed in triplicate and the values were normalised to four reference genes mitochondrial ribosomal protein S9 (*RPS9*), TATA box binding protein (*TBP*), actin β and eukaryotic translation elongation factor 1 (*EEF1*).

### Human spinal cord samples

Human low thoracic and lumbar (T11-L5) spinal cords were obtained from 14 controls (males and females; 23 to 74 years of age; mean age: 52.4 years) and five ALS patients (males and females; 66 to 79 years of age; mean age: 71 years) from the Kantonsspital St. Gallen Fachbereichsleiter Muskelzentrum/ALS clinic under the approval of the Swiss legislation and from the New York Brain Bank–Taub Institute, Columbia University (NYBB), New York, USA. All donors had given their written consent for the autopsy and we followed the Declaration of Helsinki.

### Immunohistochemistry

Mice were anesthetised with tribromoethanol (500 mg/kg) and perfused intracardially with cold PBS followed by cold 4 % paraformaldehyde (PFA, Sigma Aldrich). Spinal cords were removed and post fixed for 2 h in 4 % PFA. Samples were cryoprotected in sucrose 30 %, included in Tissue Teck (Sakura, Alphen aan den Rijn, The Netherlands), frozen and kept at −80 °C until processing.

For mice, free floating spinal cord transverse sections (20 μm) were washed twice in PBS (5 min), treated for 30 min in PBS containing lysine (20 mM, pH 7.2) and for 15 min in 1 % H_2_O_2_. Sections were blocked for 1 h with PBS containing bovine serum albumin (BSA, 1 %, Sigma Aldrich) and Triton X-100 (0.1 %, Fisher Scientific, Illkirch, France) and then incubated 48 h at 4 °C with CD11b (1/200, Developmental Studies Hybridoma Bank, Iowa, USA) primary antibody. Alexa-conjugated 594 secondary antibody was used (1/1000; Molecular Probes, Eugene, OR, USA).

For human spinal cord 22 μm-thick cryosections of lumbar and lower thoracic segments were collected on super frost plus slides and were processed as described above. For dual fluorescence labelling, sections were placed in a cocktail of rat anti CD11b (1/100, Hybridoma Bank, University of Iowa, USA) and rabbit anti-Brca1 (1/100, Santa Cruz Biotechnology, Dallas, USA) primary antibodies for 48 h at 4 °C. Sections were washed in 0.1 M PBS followed by incubation in corresponding secondary antibodies conjugated to Alexa 488 and 594 (1/1000; Molecular Probes, Eugene, OR, USA). For peroxidase labelling, sections were placed for 48 h at 4 °C in either rabbit anti Iba1 (macrophage/microglia-specific calcium-binding protein) (1/1000, Wako Pure Chemical Industries, Osaka, Japan) or rabbit anti-Brca1 (1/100, Santa Cruz Biotechnology, Dallas, USA) primary antibodies. Spinal cord sections were then incubated in donkey anti-rabbit (1/500, Jackson Immunoresearch, Carlsbad, USA) antibody for 2 h at 4 °C. Sections were then washed in TRIS buffer and enzymatic revelation was done with nickel enhanced DAB and H_2_O_2_ 0.1 % as a substrate. Sections were then dehydrated in ascending concentration of ethanol and finally xylene. Coverslips were applied using Entellan (Merck KGaA, Darmstadt, Germany).

Morphometric bright field photographs had been obtained and analysed using NanoZoomer RS slide scanner (NanoZoomer Digital Pathology System and NDP view software, Hamamatsu, Japan). For immunofluorescence images, we used laser scanning inverted confocal microscopy (Leica SP5, Mannheim, Germany). Laser intensity and detector sensitivity settings were kept constant for all image acquisitions within a given experiment. Brca1 staining intensity measurement was done by measuring their optical density (OD) using ImageJ (National Institutes of Health, USA), as described previously [48]. For each given sample we analysed at least three 22-μm-thick section with 330 μm distance from each other. Statistics: un-paired t-test done with GraphPad Prism version 5.03 (GraphPad software, CA, USA). Significance was accepted at *p* ≤ 0.05. Results are expressed as mean ± S.E.M.

## Additional files

Additional file 1: Table S1. Database of differential expression comparison of hSOD1^G93A^ microglia microarray data relative to control microglia at 90 days of age. We list information for each dysregulated genes in hSOD1^G93A^ microglia as compared to control microglia. With both the *p*-value and the step-up *p*-value that is the false discovery rate (FDR) analogue of the *p*-value. Three chips were used per condition (wild type and SOD1^G93A^) with microglia from lumbar spinal cord of at least six pooled mice. Additional file 2: Figure S1. Comparison of gene dysregulation in microglia and motoneurones. (A) Venn diagrams showing that 19 genes are commonly dysregulated in microglia and motoneurones at symptomatic age (P90). (B) Comparison of dysregulated genes in microglia at P90 and motoneurones at disease end stage shows that 65 genes are commonly dysregulated, 603 genes are uniquely dysregulated in hSOD1^G93A^ microglia and 320 uniquely in hSOD1^G93A^ motoneurones. Three chips were used per condition (wild type and SOD1^G93A^) with microglia from lumbar spinal cord of at least six pooled mice. Additional file 3: Table S2. Comparison of gene dysregulation in both microglia and motoneurones at symptomatic age (P90) and in motoneurone only (P90) using gene ontology enrichment and network analysis. In all tables the top scored categories have the lowest *p*-value. Table S2A: Process networks ranking. Table S2B: Gene ontology processes ranking and Table S2C: Pathway maps ranking. Additional file 4: Table S3. Comparison of gene dysregulation in microglia at symptomatic age (P90) and in motoneurone at the end stage of the disease (P120) using gene ontology enrichment and network analysis. In all tables the top scored categories have the lowest *p*-value. Table S3A: Process networks ranking. Table S3B: Gene ontology processes ranking and Table S3C: Pathway maps ranking. Additional file 5: Table S4. Gene ontology enrichment and network analysis of gene dysregulation in microglia at symptomatic age (P90). In all tables the top scored categories have the lowest *p*-value. Table S4A: Process networks. Table S4B: Gene ontology processes and Table S4C: Pathway maps. Percentage of dysregulated genes corresponds to the ratio of dysregulated genes in our data out of annotated genes in the given category (Gene Ontology). Additional file 6: Figure S2. Quantitative real-time polymerase chain reaction (qPCR) validation of microarray findings related to candidate genes involved in *Brca1* pathway. To confirm the microarray results, the seven identified genes involved in *Brca1* pathway were analysed by real time qPCR. Bar graphs showing up-regulation of *Brca1*, *Cdkn1a*, *Myc*, *Pcna* and *Stat1* as well as down-regulation of *Gadd45a* and *Sp3* in hSOD1^G93A^ microglia at 90 (B) but not 60 days (A) as compared to control microglia. For each sample, real time PCR was done in triplicate. Additional file 7: Table S5. Candidate genes involved in Brca1 pathway selected for qPCR to validate the microarray data.

## Abbreviations

ALS: Amyotrophic lateral sclerosis
CNS: Central nervous system
DAB: Diaminobenzidine
ER: Endoplasmic reticulum
FACS: Fluorescence-activated cell sorting
FALS: Familial amyotrophic lateral sclerosis
FC: Fold change
GO: Gene ontology
OD: Optical density
PBS: Phosphate base saline
PFA: Paraformaldehyde
pmn: Progressive motor neuronopathy
RIN: RNA integrity number
ROS: Reactive oxygen species
SOD: Super oxide dismutase

# Supplementary material for: Brca1 is expressed in human microglia and is dysregulated in human and animal model of ALS
**Source:** Mol Neurodegener. 2015 Aug 1;10:34. doi: 10.1186/s13024-015-0023-x
**Supplement:** Additional file 3: Table S2. — Comparison of gene dysregulation in both microglia and motoneurones at symptomatic age (P90) and in motoneurone only (P90) using gene ontology enrichment and network analysis. In all tables the top scored categories have the lowest p-value. Table S2A: Process networks ranking. Table S2B: Gene ontology processes ranking and Table S2C: Pathway maps ranking.

**Supplementary Table 2A : Process networks ranking**

Cellular and molecular processes rank pre-set common network of protein interactions that are significantly deregulated in both hSOD1^G93A^ motoneurone and microglia as compared to their respective controls and significantly deregulated only in hSOD1^G93A^ motoneurone. For both cell populations transcriptomic was done at symptomatic age (P90). The top scored process has the lowest p-value.

| **Rank** | **Process networks analysis in both motoneurones and microglia** | **P value** | **Process networks analysis motoneurones only** | **P value** |
| --- | --- | --- | --- | --- |
| **1** | [Immune response_Antigen presentation](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145147) | 2.146E-03 | [Cytoskeleton_Cytoplasmic microtubules](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145085) | 4.116E-04 |
| **2** | [Immune response_Phagosome in antigen presentation](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145109) | 3.903E-03 | [Cytoskeleton_Intermediate filaments](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145146) | 5.981E-04 |
| **3** | [Reproduction_Progesterone signaling](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145098) | 3.429E-02 | [Cell adhesion_Cell-matrix interactions](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145125) | 1.996E-03 |
| **4** | [Cytoskeleton_Intermediate filaments](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145146) | 1.078E-01 | [Signal transduction_Leptin signaling](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145187) | 2.095E-03 |
| **5** | [Cell cycle_Meiosis](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145212) | 1.389E-01 | [Cell adhesion_Integrin-mediated cell-matrix adhesion](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145130) | 2.163E-03 |
| **6** | [Cytoskeleton_Spindle microtubules](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145164) | 1.426E-01 | [Cytoskeleton_Regulation of cytoskeleton rearrangement](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145201) | 4.487E-03 |
| **7** | [Cytoskeleton_Cytoplasmic microtubules](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145085) | 1.498E-01 | [Reproduction_Progesterone signaling](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145098) | 9.473E-03 |
| **8** | [Proteolysis_Connective tissue degradation](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145203) | 1.547E-01 | [Signal transduction_Neuropeptide signaling pathways](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145097) | 1.009E-02 |
| **9** | [Proteolysis_Proteolysis in cell cycle and apoptosis](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145701) | 1.619E-01 | [Cytoskeleton_Spindle microtubules](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145164) | 1.373E-02 |
| **10** | [Cell adhesion_Cell junctions](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145075) | 2.050E-01 | [Reproduction_Gonadotropin regulation](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145171) | 2.689E-02 |

**Supplementary Table 2B : Gene ontology processes ranking**

Gene ontology (GO) processes rank cellular processes that are significantly deregulated in both hSOD1^G93A^ motoneurone and microglia as compared to their respective controls and significantly deregulated only in hSOD1^G93A^ motoneurone. For both cell populations transcriptomic was done at symptomatic age (P90). The top scored process has the lowest p-value.

| **Rank** | **GO processes analysis in both motoneurones and microglia** | **P value** | **GO processes analysis in motoneurones only** | **P value** |
| --- | --- | --- | --- | --- |
| **1** | [Antigen processing and presentation of endogenous peptide antigen via MHC class I via ER pathway, TAP-dependent](http://portal.genego.com/cgi/process.cgi?id=-849382407) | 1.224E-09 | [Response to stress](http://portal.genego.com/cgi/process.cgi?id=-1767027701) | 4.834E-12 |
| **2** | [Antigen processing and presentation of endogenous peptide antigen via MHC class I via ER pathway](http://portal.genego.com/cgi/process.cgi?id=-736090939) | 1.224E-09 | [System development](http://portal.genego.com/cgi/process.cgi?id=-2069873154) | 4.253E-10 |
| **3** | [Antigen processing and presentation of endogenous peptide antigen via MHC class I](http://portal.genego.com/cgi/process.cgi?id=-1868458523) | 3.070E-09 | [Positive regulation of immune response](http://portal.genego.com/cgi/process.cgi?id=-1502902269) | 6.370E-10 |
| **4** | [Antigen processing and presentation of endogenous peptide antigen](http://portal.genego.com/cgi/process.cgi?id=-866157694) | 5.441E-09 | [Response to wounding](http://portal.genego.com/cgi/process.cgi?id=-456070347) | 2.284E-09 |
| **5** | [Antigen processing and presentation of endogenous antigen](http://portal.genego.com/cgi/process.cgi?id=-269943210) | 7.646E-09 | [Defense response](http://portal.genego.com/cgi/process.cgi?id=-1137554385) | 2.349E-09 |
| **6** | [Positive regulation of T cell mediated cytotoxicity](http://portal.genego.com/cgi/process.cgi?id=-1939928572) | 2.445E-07 | [Innate immune response](http://portal.genego.com/cgi/process.cgi?id=-866848204) | 2.464E-09 |
| **7** | [Regulation of T cell mediated cytotoxicity](http://portal.genego.com/cgi/process.cgi?id=-2054036869) | 4.570E-07 | [Multicellular organismal process](http://portal.genego.com/cgi/process.cgi?id=-404497830) | 7.017E-09 |
| **8** | [Positive regulation of T cell mediated immunity](http://portal.genego.com/cgi/process.cgi?id=-1718919485) | 6.718E-07 | [Immune response](http://portal.genego.com/cgi/process.cgi?id=-195107408) | 8.370E-09 |
| **9** | [Positive regulation of leukocyte mediated cytotoxicity](http://portal.genego.com/cgi/process.cgi?id=-1549678166) | 8.240E-07 | [Single-multicellular organism process](http://portal.genego.com/cgi/process.cgi?id=-1584729523) | 1.537E-08 |
| **10** | [Positive regulation of cell killing](http://portal.genego.com/cgi/process.cgi?id=-985970372) | 1.099E-06 | [Multicellular organismal development](http://portal.genego.com/cgi/process.cgi?id=-528578425) | 2.171E-08 |

**Supplementary Table 2C : Pathway maps ranking**

Canonical pathway maps rank signaling and metabolic maps that are significantly in both hSOD1^G93A^ motoneurone and microglia as compared to their respective controls and significantly deregulated only in hSOD1^G93A^ motoneurone. For both cell populations transcriptomic was done at symptomatic age (P90). The top scored process has the lowest p-value.

| **Rank** | **Pathway maps analysis in both motoneurones and microglia** | **P value** | **Pathway maps analysis in motoneurones only** | **P value** |
| --- | --- | --- | --- | --- |
| **1** | [Immune response_Antiviral actions of Interferons](http://portal.genego.com/cgi/imagemap.cgi?id=2225) | 1.117E-03 | Cytoskeleton remodeling_Neurofilaments | 4.762E-08 |
| **2** | [Glycine, serine, cysteine and threonine metabolism](http://portal.genego.com/cgi/imagemap.cgi?id=800) | 5.905E-03 | Cytoskeleton remodeling_Keratin filaments | 1.368E-05 |
| **3** | [Glycine, serine, cysteine and threonine metabolism/ Rodent version](http://portal.genego.com/cgi/imagemap.cgi?id=2311) | 6.096E-03 | Transcription_Transcription regulation of aminoacid metabolism | 1.438E-04 |
| **4** | [Schema: Initiation of T cell recruitment in allergic contact dermatitis](http://portal.genego.com/cgi/imagemap.cgi?id=5078) | 1.762E-02 | Reproduction_GnRH signaling | 2.146E-04 |
| **5** | [Proteolysis_Role of Parkin in the Ubiquitin-Proteasomal Pathway](http://portal.genego.com/cgi/imagemap.cgi?id=662) | 2.343E-02 | Cell adhesion_Gap junctions | 2.502E-04 |
| **6** | [Cytoskeleton remodeling_Neurofilaments](http://portal.genego.com/cgi/imagemap.cgi?id=1491) | 2.439E-02 | Cell cycle_Role of Nek in cell cycle regulation | 3.039E-04 |
| **7** | [Development_Role of CNTF and LIF in regulation of oligodendrocyte development](http://portal.genego.com/cgi/imagemap.cgi?id=4787) | 2.729E-02 | Immune response_Oncostatin M signaling via MAPK in mouse cells | 3.975E-04 |
| **8** | [Immune response_Antigen presentation by MHC class I](http://portal.genego.com/cgi/imagemap.cgi?id=2100) | 2.729E-02 | Immune response_Oncostatin M signaling via MAPK in human cells | 4.692E-04 |
| **9** | [Cell adhesion_Gap junctions](http://portal.genego.com/cgi/imagemap.cgi?id=1485) | 2.921E-02 | Development_Beta-adrenergic receptors transactivation of EGFR | 4.692E-04 |
| **10** | [Cell cycle_Role of Nek in cell cycle regulation](http://portal.genego.com/cgi/imagemap.cgi?id=731) | 3.113E-02 | Development_Astrocyte differentiation from adult stem cells | 5.916E-04 |

# Supplementary material for: Brca1 is expressed in human microglia and is dysregulated in human and animal model of ALS
**Source:** Mol Neurodegener. 2015 Aug 1;10:34. doi: 10.1186/s13024-015-0023-x
**Supplement:** Additional file 4: Table S3. — Comparison of gene dysregulation in microglia at symptomatic age (P90) and in motoneurone at the end stage of the disease (P120) using gene ontology enrichment and network analysis. In all tables the top scored categories have the lowest p-value. Table S3A: Process networks ranking. Table S3B: Gene ontology processes ranking and Table S3C: Pathway maps ranking.

**Supplementary Table 3A : Process networks ranking**

Cellular and molecular processes rank pre-set common network of protein interactions that are significantly deregulated in both hSOD1^G93A^ motoneurone and microglia as compared to their respective controls and significantly deregulated only in hSOD1^G93A^ motoneurone. Transcriptomic was done at symptomatic age (P90) in microglia and at the end stage of the disease (P120) for motoneurones. The top scored process has the lowest p-value.

| **Rank** | **Process Networks**  **(both motoneurones and microglia)** | **P value** | **Process Networks**  **(motoneurones only)** | **P value** |
| --- | --- | --- | --- | --- |
| **1** | [Transport_Iron transport](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145172) | 2.220E-03 | [Inflammation_Complement system](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145133) | 8.892E-07 |
| **2** | [Immune response_Antigen presentation](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145147) | 3.219E-03 | [Immune response_Phagocytosis](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145169) | 4.970E-06 |
| **3** | [Cell adhesion_Leucocyte chemotaxis](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145115) | 3.819E-03 | [Reproduction_FSH-beta signaling pathway](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145088) | 5.018E-05 |
| **4** | [Immune response_Phagosome in antigen presentation](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145109) | 7.814E-03 | [Cell adhesion_Integrin-mediated cell-matrix adhesion](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145130) | 1.288E-04 |
| **5** | [Reproduction_Feeding and Neurohormone signaling](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145150) | 2.278E-02 | [Cytoskeleton_Regulation of cytoskeleton rearrangement](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145201) | 2.295E-04 |
| **6** | [Cell adhesion_Cell-matrix interactions](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145125) | 2.278E-02 | [Cytoskeleton_Actin filaments](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145194) | 5.040E-04 |
| **7** | [Reproduction_Progesterone signaling](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145098) | 2.385E-02 | [Cell adhesion_Cell-matrix interactions](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145125) | 1.037E-03 |
| **8** | [Inflammation_Neutrophil activation](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145341) | 2.421E-02 | [Inflammation_Amphoterin signaling](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145138) | 1.992E-03 |
| **9** | [Development_Blood vessel morphogenesis](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145160) | 2.925E-02 | [Inflammation_IL-6 signaling](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145174) | 2.122E-03 |
| **10** | [Inflammation_MIF signaling](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145197) | 3.521E-02 | [Cytoskeleton_Intermediate filaments](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145146) | 2.136E-03 |

**Supplementary Table 3B : Gene ontology processes ranking**

Gene ontology (GO) processes rank cellular processes that are significantly deregulated in both hSOD1^G93A^ motoneurone and microglia as compared to their respective controls and significantly deregulated only in hSOD1^G93A^ motoneurone. Transcriptomic was done at symptomatic age (P90) in microglia and at the end stage of the disease (P120) for motoneurones. The top scored process has the lowest p-value.

| **Rank** | **GO Processes**  **(both motoneurones and microglia)** | **P value** | **GO Processes**  **(motoneurones only)** | **P value** |
| --- | --- | --- | --- | --- |
| **1** | [Antigen processing and presentation of endogenous peptide antigen via MHC class I via ER pathway, TAP-dependent](http://portal.genego.com/cgi/process.cgi?id=-849382407) | 3.382E-14 | [Response to stress](http://portal.genego.com/cgi/process.cgi?id=-1767027701) | 2.174E-26 |
| **2** | [Antigen processing and presentation of endogenous peptide antigen via MHC class I via ER pathway](http://portal.genego.com/cgi/process.cgi?id=-736090939) | 3.382E-14 | [Positive regulation of biological process](http://portal.genego.com/cgi/process.cgi?id=-135855955) | 8.428E-22 |
| **3** | [Antigen processing and presentation of endogenous peptide antigen via MHC class I](http://portal.genego.com/cgi/process.cgi?id=-1868458523) | 2.003E-13 | [Response to wounding](http://portal.genego.com/cgi/process.cgi?id=-456070347) | 9.908E-20 |
| **4** | [Antigen processing and presentation of endogenous peptide antigen](http://portal.genego.com/cgi/process.cgi?id=-866157694) | 5.919E-13 | [System development](http://portal.genego.com/cgi/process.cgi?id=-2069873154) | 1.765E-19 |
| **5** | [Antigen processing and presentation of endogenous antigen](http://portal.genego.com/cgi/process.cgi?id=-269943210) | 1.120E-12 | [Defense response](http://portal.genego.com/cgi/process.cgi?id=-1137554385) | 1.836E-19 |
| **6** | [Immune system process](http://portal.genego.com/cgi/process.cgi?id=-966226921) | 6.894E-12 | [Response to organic substance](http://portal.genego.com/cgi/process.cgi?id=-622857804) | 1.069E-18 |
| **7** | [Regulation of protein kinase activity](http://portal.genego.com/cgi/process.cgi?id=-1349204891) | 7.220E-12 | [Single-organism developmental process](http://portal.genego.com/cgi/process.cgi?id=-1965943670) | 1.648E-18 |
| **8** | [Regulation of kinase activity](http://portal.genego.com/cgi/process.cgi?id=-816059534) | 2.077E-11 | [Multicellular organismal development](http://portal.genego.com/cgi/process.cgi?id=-528578425) | 4.361E-18 |
| **9** | [Cellular response to chemical stimulus](http://portal.genego.com/cgi/process.cgi?id=-27109587) | 2.640E-11 | [Cellular response to chemical stimulus](http://portal.genego.com/cgi/process.cgi?id=-27109587) | 5.397E-18 |
| **10** | [Defense response](http://portal.genego.com/cgi/process.cgi?id=-1137554385) | 2.666E-11 | [Regulation of multicellular organismal process](http://portal.genego.com/cgi/process.cgi?id=-140466337) | 1.262E-17 |

**Supplementary Table 3C : Pathway maps ranking**

Canonical pathway maps rank signaling and metabolic maps that are significantly in both hSOD1^G93A^ motoneurone and microglia as compared to their respective controls and significantly deregulated only in hSOD1^G93A^ motoneurone. Transcriptomic was done at symptomatic age (P90) in microglia and at the end stage of the disease (P120) for motoneurones. The top scored process has the lowest p-value.

| **Rank** | **Pathway Maps**  **(both motoneurones and microglia)** | **P value** | **Pathway Maps**  **(motoneurones only)** | **P value** |
| --- | --- | --- | --- | --- |
| **1** | [Heme metabolism](http://portal.genego.com/cgi/imagemap.cgi?id=880) | 2.368E-04 | [Immune response_Classical complement pathway](http://portal.genego.com/cgi/imagemap.cgi?id=477) | 6.852E-10 |
| **2** | [Schema: Initiation of T cell recruitment in allergic contact dermatitis](http://portal.genego.com/cgi/imagemap.cgi?id=5078) | 1.252E-03 | [Immune response_Lectin induced complement pathway](http://portal.genego.com/cgi/imagemap.cgi?id=665) | 6.123E-09 |
| **3** | [Role of ZNF202 in regulation of expression of genes involved in atherosclerosis](http://portal.genego.com/cgi/imagemap.cgi?id=703) | 1.710E-03 | [Cell cycle_Regulation of G1/S transition (part 1)](http://portal.genego.com/cgi/imagemap.cgi?id=544) | 3.565E-05 |
| **4** | [DNA damage_ATM / ATR regulation of G2 / M checkpoint](http://portal.genego.com/cgi/imagemap.cgi?id=441) | 2.622E-03 | [Immune response_Alternative complement pathway](http://portal.genego.com/cgi/imagemap.cgi?id=476) | 4.156E-05 |
| **5** | [DNA damage_Brca1 as a transcription regulator](http://portal.genego.com/cgi/imagemap.cgi?id=525) | 3.484E-03 | [Cytoskeleton remodeling_Cytoskeleton remodeling](http://portal.genego.com/cgi/imagemap.cgi?id=714) | 5.013E-05 |
| **6** | [DNA damage_ATM/ATR regulation of G1/S checkpoint](http://portal.genego.com/cgi/imagemap.cgi?id=426) | 3.958E-03 | [Cytoskeleton remodeling_Neurofilaments](http://portal.genego.com/cgi/imagemap.cgi?id=1491) | 5.024E-05 |
| **7** | [p53 signaling in Prostate Cancer](http://portal.genego.com/cgi/imagemap.cgi?id=3205) | 4.205E-03 | [Transcription_Transcription regulation of aminoacid metabolism](http://portal.genego.com/cgi/imagemap.cgi?id=470) | 5.024E-05 |
| **8** | [Immune response_Role of integrins in NK cells cytotoxicity](http://portal.genego.com/cgi/imagemap.cgi?id=2228) | 5.549E-03 | [Cytoskeleton remodeling_TGF, WNT and cytoskeletal remodeling](http://portal.genego.com/cgi/imagemap.cgi?id=715) | 9.731E-05 |
| **9** | [Transcription_P53 signaling pathway](http://portal.genego.com/cgi/imagemap.cgi?id=412) | 5.838E-03 | [Development_Transcription regulation of granulocyte development](http://portal.genego.com/cgi/imagemap.cgi?id=458) | 1.732E-04 |
| **10** | [Development_Role of Activin A in cell differentiation and proliferation](http://portal.genego.com/cgi/imagemap.cgi?id=2482) | 6.134E-03 | [IL-6 signaling in multiple myeloma](http://portal.genego.com/cgi/imagemap.cgi?id=4920) | 1.944E-04 |

# Supplementary material for: Brca1 is expressed in human microglia and is dysregulated in human and animal model of ALS
**Source:** Mol Neurodegener. 2015 Aug 1;10:34. doi: 10.1186/s13024-015-0023-x
**Supplement:** Additional file 5: Table S4. — Gene ontology enrichment and network analysis of gene dysregulation in microglia at symptomatic age (P90). In all tables the top scored categories have the lowest p-value. Table S4A: Process networks. Table S4B: Gene ontology processes and Table S4C: Pathway maps. Percentage of dysregulated genes corresponds to the ratio of dysregulated genes in our data out of annotated genes in the given category (Gene Ontology).

**Supplementary Table 4A : Process networks ranking**

Cellular and molecular processes rank pre-set network of protein interactions that are significantly deregulated at P90 in hSOD1^G93A^ microglia as compared to control microglia. The top scored process has the lowest p-value. Percentage of deregulated genes corresponds to the number of deregulated genes in our data as compared to the total number of gene in a given process network.

| **Process Networks** | **P value** | **Deregulated genes (%)** | **Genes** |
| --- | --- | --- | --- |
| [**Chemotaxis**](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145176) | 2.099E-08 | 17 | CCL5, CCL3L1, CD43, RalA, β-catenin, MIP-1β, Gα (i)-specific peptide GPCRs, I-TAC, Integrin, PF4, CXCL14, Osteopontin, CXCL16, CCR1, G-protein α -i family, Gα(q)-specific peptide GPCRs, C3aR, PLAU (UPA), CCR2, NCAM1, IP10, IL8RB, CXCL13 |
| [**Reproduction. Feeding and neuro-hormone signaling**](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145150) | 1.519E-05 | 11 | STAT3, Proepithelin, IGF-1, APLP2 active fragment, HIF1A, G-protein α-i1, G α (i)-specific peptide GPCRs, LPP1, Integrin, c-Myc, PKA-reg (cAMP-dependent), PAI1, G-protein α -i family, Brca1, G α (q)-specific peptide GPCRs, APLP2 precursor, CCR2, G-protein α -s, Bcl-2, LPL, BTEB1, PPAP2, CD9, TNF α |
| [**Cytoskeleton. Intermediate filaments**](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145146) | 4.368E-05 | 16 | Plectin 1, Tubulin β, Kinesin light chain, NEFM, MICAL, Kinesin heavy chain, NEFL, Nestin, α -actinin, JNK(MAPK8-10), NEFH, α -actinin 1, Desmuslin |
| [**Cell adhesion. Leucocyte chemotaxis**](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145115) | 8.431E-05 | 10.5 | CCL5, CCL3L1, LPA1 receptor, Tubulin β, ZAP70, MIP-1 β, G α (i)-specific peptide GPCRs, I-TAC, G α (q)-specific EDG GPCRs, α -actinin, CXCL16, CCR1, G-protein α i family, VCAM1, G α (q)-specific peptide GPCRs, CD86, Profilin, CCR2, G α (i)-specific EDG GPCRs, IP10, IL8RB, CXCL13 |
| [**Cell adhesion. Platelet endothelium leucocyte interactions**](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145166) | 2.048E-04 | 11 | ITGAX, CCL5, CD84, PDGF-A, PDGF-C, CD34, PF4, L-selectin, Cathepsin G, P-selectin, CD72, PAI1, VCAM1, PLAU (UPA), CD68, STAT1, MMP-2, CD9, TNF- α |
| [**Transport. Iron transport**](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145172) | 2.422E-04 | 13 | Junctin, Ferritin, STEAP4, FTL, c-Myc, NRAMP1, HIF-prolyl hydroxylase, EGLN3, FTH1, CMAH, Apotransferrin, Holotransferrin, TNF- α, Transferrin |
| [**Development. Blood vessel morphogenesis**](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145160) | 3.933E-04 | 9.5 | STAT3, Neuropilin-2, HIF1A, β -catenin, G-protein α -i1, Jagged1, G α (i)-specific peptide GPCRs, VEGFR-1, PF4, c-Myc, CCR1, G-protein α -i family, VCAM1, HIF-prolyl hydroxylase, G α (q)-specific peptide GPCRs, EDNRB, CEACAM1, G-protein α-s, L1CAM, STAT1, G α (i)-specific EDG GPCRs, Transferrin |
| [**Development. Regulation of angiogenesis**](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145151) | 7.339E-04 | 9.8 | p21, STAT3, PDGF-A, HIF1A, β -catenin, G-protein α -i1, G α (i)-specific peptide GPCRs, VEGFR-1, PF4, c-Myc, PAI1, CCR1, G-protein α -i family, G α (q)-specific peptide GPCRs, EDNRB, CEACAM1, Cathepsin B, Connexin 43, STAT1, IL8RB, MMP-2 |
| [**Inflammation. Jak-STAT Pathway**](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145136) | 1.438E-03 | 9 | CCL5, CCL3L1, STAT3, IL-2R γ chain, PDGF-C, RACK1, IGF-1, Carboxypeptidase H, IL-7 receptor, CSF2RA, SOCS2, IL7RA, CCR1, PLAU (UPA), CCR2, STAT1, CSF1, TNF- α |
| [**Cell adhesion. Synaptic contact**](http://portal.genego.com/cgi/network/net_net.cgi?term=10&id=145087) | 2.829E-03 | 9 | K(+) channel, subfamily J, CNTN1 (F3), β-catenin, Formin, CASK, Profilin II, α - actinin, Presenilin 2, δ -catenin, Annexin IV, Intersectin, Profilin, Semaphorin 4B, NCAM1, L1CAM, α -actinin 1, Presenilin |

**Supplementary Table 4B: Gene ontology processes ranking**

Gene ontology (GO) processes rank cellular processes that are significantly deregulated at P90 in hSOD1^G93A^ microglia as compared to control microglia. The top scored GO process has the lowest p-value. Percentage of deregulated genes corresponds to the number of deregulated genes in our data as compared to the total number of gene in a given GO process.

| **GO Processes** | **P value** | **Deregulated genes (%)** | **Genes** |
| --- | --- | --- | --- |
| [**Immune response**](http://portal.genego.com/cgi/process.cgi?id=-195107408) | 1.260E-18 | 4 | MHC class II α chain, H2-Aa, CCL5, CCL3L1, IL-2R γ chain, CD43, H-2L(d), C1qb, Ferritin, MHC class I, GC1QBP, CD24, ZAP70, PGE2R4, Fc γ RII β, HLA-DQA1, MIP-1- β, OAS1, β -2-microglobulin, HLA-A, ENPP1, IL-7 receptor, G α (i)-specific peptide GPCRs, I-TAC, Myelin basic protein, Integrin, Tcf(Lef), PF4, ETS, Carbohydrate sulfotransferases, G α (s)-specific prostanoid GPCRs, RGS1, CLECSF9, ETS1, CXCL14, Cathepsin G, HLA-Cw3, G α (q)-specific EDG GPCRs, CCL9, IL7RA, COLEC12, CCR1, IFITM2, G α a(q)-specific peptide GPCRs, FTH1, CD86, NEDD4, CCR2, Oasl2, HLA-C, HA1B, TLR2, HLA-B, 2'-5'-oligoadenylate synthetase, G α (i)-specific EDG GPCRs, Cystatin F, PD-L1, IP10, GEM, CXCL13, TNF- α |
| [**Chemotaxis**](http://portal.genego.com/cgi/process.cgi?id=-1066349059) | 3.890E-10 | 3 | CCL5, CCL3L1, CD43, PLA2, RalA, MIP-1 β, G α (i)-specific peptide GPCRs, I-TAC, C9orf46, VEGFR-1, PF4, CXCL14, HMG1,2, CCL9, CXC L16, CCR1, G α (q)-specific peptide GPCRs, C3aR, PLAU (UPA), CCR2, L1CAM, IP10, IL8RB, CMTM6, CXCL13 |
| [**Blood coagulation**](http://portal.genego.com/cgi/process.cgi?id=-688959951) | 1.820E-09 | 7.5 | ITGAX, CD84, CD43, PDGF-A, PLA2, Kinesin light chain, Mn(III)-Apotransferrin, GC1QBP, Kinesin heavy chain, PRKAR2B, MafF, KLC1, IGF-1, TFPI, Pleckstrin, ITGA5, β -2 transferrin, G-protein α -i1, TREM1, TRIPs, Integrin, CD48, CD244, PF4, G α (s)-specific prostanoid GPCRs, Dysbindin, PKA-reg type II (cAMP-dependent), L-selectin, P-selectin, PKA-reg (cAMP-dependent), Coagulation factor XIII A, α -actinin, PAI1, G-protein α -i family, IRAG, ATP1B1, G α (q)-specific peptide GPCRs, Profilin, Apotransferrin, PLAU (UPA), Coagulation factor XIII, CD147, Holotransferrin, G-protein α -s, L1CAM, ATP1B3, α -actinin 1, CD9, KINN, Transferrin |
| [**Response to hypoxia**](http://portal.genego.com/cgi/process.cgi?id=-916626972) | 8.272E-09 | 7.45 | PDGF-A, Mn(III)-Apotransferrin, CD24, β -2 transferrin, HIF1A, ACSL6, G α (i)-specific peptide GPCRs, PPARGC1 (PGC1- α), VEGFR-1, ETS, ALDOC, ETS1, α -actinin, Presenilin 2, VCAM1, HIF-prolyl hydroxylase, ATP1B1, EGLN3, G α (q)-specific peptide GPCRs, Apotransferrin, PLAU (UPA), Acyl-CoA synthetase, CCR2, Holotransferrin, Bcl-2, TLR2, MeCP2, MMP-2, Presenilin, TNF- α, Transferrin |
| [**Innate immune response**](http://portal.genego.com/cgi/process.cgi?id=-866848204) | 8.746E-09 | 5.8 | p21, TNRC6B, LLIR, Mx1, PDGF-A, C1qb, PLA2, BST2, MHC class I, Myosin I, DAF, GC1QBP, PRKAR2B, Dectin-1, β -catenin, OAS1, β -2-microglobulin, MIF, G α (i)-specific peptide GPCRs, TREM1, Integrin, UFO, PKA-reg type II (cAMP-dependent), CD94, HLA-Cw3, S100B, PKA-reg (cAMP-dependent), HMG1,2, SIRPB1, JNK(MAPK8-10), COLEC12, IFITM2, ISG54, CLEC10A, IIGP, RSAD2, NIPK, Adenylate cyclase, G α (q)-specific peptide GPCRs, CD86, JNK3(MAPK10), CCR2, Oasl2, HLA-C, MASP1, Cathepsin B, IFIT1, Bcl-2, TLR2, HLA-B, 2'-5'-oligoadenylate synthetase, RIG-G, Adenylate cyclase type III, CSF1, OST48, TREM2, ARP3 |
| [**Cell adhesion**](http://portal.genego.com/cgi/process.cgi?id=-552545827) | 1.035E-08 | 5.49 | ITGAX, CD84, LLIR, 90K, Neuropilin-2, OSF-2, CD229, CD24, CNTN1 (F3), ITGA5, β -catenin, MIP-1 β, β -IG-H3, CASK, G α (i)-specific peptide GPCRs, CD22, Integrin, CD34, Tcf(Lef), Carbohydrate sulfotransferases, Migfilin, L-selectin, BMX, Osteopontin, P-selectin, Flotillin-2, CD72, α -actinin, CCR1, VCAM1, TSLC1, δ-catenin, ATP1B1, MIC2, G α (q)-specific peptide GPCRs, LAMA3 (Epiligrin), CEACAM1, FN14(TNFRSF12A), C1qRp, NCAM1, CASS4, L1CAM, CAS-L, KLRA1, G α (i)-specific EDG GPCRs, PPAP2, Nectin-3, Presenilin, CD36L2, CD9, RhoE, CD166, S2V, NPNT |
| [**Iron ion transport**](http://portal.genego.com/cgi/process.cgi?id=-1651018785) | 1.286E-08 | 13 | Ferritin, Mn(III)-Apotransferrin, β -2 transferrin, FTL, Ferritin light chain (MOUSE), NRAMP1, FTH1, Apotransferrin, Holotransferrin, Transferrin |
| [**Response to IFN-γ**](http://portal.genego.com/cgi/process.cgi?id=-1940603868) | 1.737E-08 | 6.7 | MHC class II α chain, H2-Aa, CCL5, BST2, HLA-DQA1, α -synuclein, HMG1,2, NRAMP1, CXCL16, IFITM2, CD86 |
| [**Ferric iron transport**](http://portal.genego.com/cgi/process.cgi?id=-1943411187) | 2.792E-08 | 10.6 | Mn(III)-Apotransferrin, β -2 transferrin, Apotransferrin, Holotransferrin, Transferrin |
| [**Platelet degranulation**](http://portal.genego.com/cgi/process.cgi?id=-1657266127) | 3.068E-08 | 15.1 | PDGF-A, Mn(III)-Apotransferrin, IGF-1, Pleckstrin, β -2 transferrin, PF4, P-selectin, Coagulation factor XIII A, α -actinin, PAI1, Profilin, Apotransferrin, Coagulation factor XIII, |

**Supplementary Table 4C: Pathway maps ranking**

Canonical pathway maps rank signaling and metabolic maps that are significantly deregulated at P90 in hSOD1^G93A^ microglia as compared to control microglia. The top scored map has the lowest p-value. Percentage of deregulated genes corresponds to the number of deregulated genes in our data as compared to the total number of gene in a given pathway map.

| **Pathway Maps** | **P value** | **Deregulated genes (%)** | **Genes** |
| --- | --- | --- | --- |
| **Cytoskeleton remodeling,**  **Neurofilaments** | 2.657E-07 | 32 | PGE2R4, HIF1A, β -catenin, Tcf(Lef), c-Myc, PKA-reg (cAMP-dependent), G-protein α -i family, Adenylate cyclase, TCF7L2 (TCF4), G-protein α -s, TNF- α |
| [**PGE2 pathways in cancer**](http://portal.genego.com/cgi/imagemap.cgi?id=2373) | 3.023E-07 | 20 | PGE2R4, HIF1A, β -catenin, Tcf(Lef), c-Myc, PKA-reg (cAMP-dependent), G-protein α -i family, Adenylate cyclase, TCF7L2 (TCF4), G-protein α -s, TNF- α |
| [**DNA damage_Brca1 as a transcription regulator**](http://portal.genego.com/cgi/imagemap.cgi?id=525) | 1.577E-05 | 23 | p21, PCNA, GADD45 α, c-Myc, Brca1, STAT1, SP3 |
| [**Cell adhesion. Chemokines and adhesion**](http://portal.genego.com/cgi/imagemap.cgi?id=716) | 2.372E-05 | 12 | β -catenin, Tcf(Lef), c-Myc, Flotillin-2, α -actinin, PAI1, CCR1, G-protein α -i family, PLAU (UPA), α -actinin 1, IL8RB, MMP-2 |
| [**Development_G-CSF signaling**](http://portal.genego.com/cgi/imagemap.cgi?id=6413) | 6.147E-05 | 16 | STAT3, BFL1, c-Myc, JNK(MAPK8-10), Bcl-2, STAT1, GFI-1, IL8RB |
| [**Immune response_Histamine signaling in dendritic cells**](http://portal.genego.com/cgi/imagemap.cgi?id=2438) | 7.142E-05 | 16 | CCL5, MIP-1β, PKA-reg (cAMP-dependent), G-protein α -i family, Adenylate cyclase, CD86, G-protein α -s, TNF- α |
| [**Transcription_P53 signaling pathway**](http://portal.genego.com/cgi/imagemap.cgi?id=412) | 9.580E-05 | 18 | p21, β-catenin, VEGFR-1, JNK(MAPK8-10), MAP4, Bcl-2, MMP-2 |
| [**DNA damage_ATM/ATR regulation of G1/S checkpoint**](http://portal.genego.com/cgi/imagemap.cgi?id=426) | 2.385E-04 | 18.7 | p21, CDK4, PCNA, GADD45 α, c-Myc, Brca1 |
| **Role of ZNF202 in regulation of expression of genes involved in atherosclerosis** | 2.469E-04 | 24 | ABCG1, APOE, LPL, HDL proteins, PLTP |
| **Immune response_IL-22 signaling pathway** | 3.376E-04 | 17.6 | STAT3, c-Myc, JNK(MAPK8-10), CD86, Bcl-2, STAT1 |

# Supplementary material for: Brca1 is expressed in human microglia and is dysregulated in human and animal model of ALS
**Source:** Mol Neurodegener. 2015 Aug 1;10:34. doi: 10.1186/s13024-015-0023-x
**Supplement:** Additional file 7: Table S5. — Candidate genes involved in Brca1 pathway selected for qPCR to validate the microarray data.

**Supplementary Table 5 -** Candidate genes involved in Brca1 pathway selected for qPCR to validate the microarray data.

| **Gene symbol** | **Description** | **Primer sequences**  **(**F: Forward (5’-3’), R: Reverse(5’-3’)) |
| --- | --- | --- |
| *Brca1* | Breast cancer 1 | F: ATCAGTGCTCCTCAAGGCTCC  R : GGGTGTTGTTTGGTGCTGG |
| *Cdkn1a* | Cyclin-dependent kinase inhibitor 1A (P21) | F: ACGTGGCCTTGTCGCTGT  R: AATCTTCAGGCCGCTCAGAC |
| *Myc* | Myelocytomatosis oncogene | F: GAGGCGGACACACAACGTCT  R: CGCTTCAGCTCGTTCCTCC |
| *Pcna* | proliferating cell nuclear antigen | F: TAAAGATGCCGTCGGGTGA  R: TGTGGCTAAGGTCTCGGCATA |
| *Stat1* | Signal transducer and activator of transcription 1 | F: GTGCCTCTGGAATGATGGGT  R: TCTCGCTCCTTGCTGATGAAG |
| *Gadd45a* | Growth arrest and DNA-damage-inducible 45 α | F: GTTCAACTGCACGAGGGCTC  R: CACCTCTCTCTCCCTCTGCAAA |
| *Sp3* | Trans-acting transcription factor 3 | F:TTGGGTGGTAAAATGTTCTAGTGAAT  R: CCTCCAAACTTCAGGAAAAGGG |
| **Housekeeping genes** | | |
| *TBP* | TATA box binding protein | F: TTGACCTAAAGACCATTGCACTTC  R: TTCTCATGATGACTGCAGCAAA |
| *RPS9* | Mitochondrial ribosomal protein S9 | F: GACCAGGAGCTAAAGTTGATTGGA  R: TCTTGGCCAGGGTAAACTTGA |
| *Actin β* | Actin b | F: GACCAGGAGCTAAAGTTGATTGGA  R: CACAGCCTGGATGGCTACGT |
| *EEF1* | Eukaryotic translation elongation factor 1 | F: TCCACTTGGTCGCTTTGCT  R: CTTCTTGTCCACAGCTTTGATGA |

How the deposited data were processed for this re-analysis (not part of the article)

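RNA of microglia was measured on whole-genome mouse Affymetrix arrays, 3 of hSOD1 G93A and 3 of wild-type males at 90 days, each from CD11b-positive lumbar cells pooled from at least 6 mice. The authors' deposited values are log2 signals per probe set, which the submitters' notes describe as normalised by RMA in Partek without a version. The range of the values and the like medians of the arrays were checked against that unit. The paper's methods name the Affymetrix MAS software with its detection calls, which are not used here. The other experiments of the paper are not analysed here.

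All 45037 probe sets other than Affymetrix controls were fitted with limma 3.58.1 (lmFit and eBayes without trend, not robust) in R 4.3.3, with genotype as the term. Of these probe sets 34945 have 1 gene symbol in the table of probe sets and genes, 932 have several and 9160 have none, and 34741 have an Entrez identifier in the RefSeq table. Each of 18193 symbols was measured by the probe set with the highest mean signal among those with that symbol alone. A gene passed at a Benjamini-Hochberg adjusted p under 0.05 over these genes, and values "over all probe sets" are adjusted over the 45037. Probe sets that the table does not name are not reported by gene here, apart from their number, and some genes that the paper names are for that reason not reported here. Of the 2089 probe sets that passed (1221 higher and 868 lower), 317 have no gene symbol in the table. The paper's thresholds, a 1.75-fold change and an unadjusted p under 0.05, were applied with limma's p. The methods' t-test, with unequal variance, was run on the same log2 values, and gave 424 genes at these thresholds and 0 after Benjamini-Hochberg adjustment. Differences of single measures between the genotypes were tested by exact two-sided permutation tests, whose smallest p with 3 arrays against 3 is 0.1.

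Lists of 40 gene groups, of processes, cell types, and genes that the paper names, were tested with limma's camera with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists. The estimated-correlation form of camera left 0 of the 25 lists that passed. The lists, the tests and the choice of genes to name were set before the data were examined, though values in the paper's Table S1 had been seen, and many members of the lists of the disease-associated state, interferon response, lysosome, lipids, ribosomal proteins and DNA replication stand in that table. The genes named are those the paper's text names for these arrays, the 12 largest rises and 12 largest falls among genes that passed and whose groups do not overlap, and up to 4 members of each list with the largest absolute log2 fold change. Some members of a list can belong to another.

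Precision was tested on simulated data, with known changes in 3 arrays against 3 over 18193 genes. At a 1.5-fold change 20 of 50 genes were recovered, at 2-fold 44, at 4-fold 49 and at 8-fold 50, and 7 of 17953 unchanged genes were called. These rates belong to the simulated data, and how far they hold for the measured arrays was not tested. Arrays have no counting depth, and their number limits the precision. Of the probe sets 14321 had a mean log2 signal below 5, where signal lies close to background, and 39 of the genes that passed were below it. The highest signal of an array lay between 14.51 and 14.59, and above 13 the size of a change is uncertain, since saturation was not tested. The alternatives were other tests (the methods' t-test, its equal-variance form, eBayes with trend and robust, fry), other probe sets per gene, minimum mean signals of 5 and 7, median-centred arrays, limma's array weights, a replicate block, other fold thresholds, and each array left out in turn. In the setting without suffixed probe sets, those with names ending in a_at, s_at or x_at were left out where a gene had others. Whether they cross-hybridise was not tested. Added after seeing the data were a fit without both arrays numbered 1, a fit with the *Gapdh* 3' minus 5' difference as a covariate, the methods' t-test on any probe set of a gene, and a paired test of same-numbered arrays. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 served for annotation and figures, and statmod 1.5.0 for limma's correlations.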

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

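The tests of dilution by other cells, of RNA length on the marker lists, of dividing cells and of the probe sets of *Brca1* were chosen only after the results were seen. The lists below drew attention because they passed the list test, with the preset correlation and not with an estimated one, in groups of genes that the paper does not discuss as such, though its text or tables name some members, among them *Tnf*, *Ccl4*, *Lpl* and *Apoe*. Median log2 fold changes were 1.33 for disease-associated microglia, 0.57 for lysosome, 0.63 for lipid uptake and efflux, 0.23 for cholesterol synthesis, 0.23 for mitochondrial respiration, 0.39 for ribosomal proteins and 0.078 for dissociation and immediate early response. They were -0.27 for oligodendrocyte, -0.79 for astrocyte, -0.19 for neurone, -0.84 for neutrophil, -0.94 for monocyte and -0.25 for border macrophage markers.

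Markers of astrocytes, oligodendrocytes, neurones, neutrophils and monocytes were lower in hSOD1 G93A microglia with the preset correlation and not with an estimated one (adjusted p = 0.203, 0.149, 0.11, 0.261 and 0.244), with *Mbp* at 12.38 ± 0.28 (SD, n = 3) against 13.54 ± 0.56 (SD, n = 3). A purer microglial sort that dilutes all other cells alike would lower endothelial and mural markers too. The 7 of these with a mean signal of at least 7 had a median of 0.0947, with quartiles of -0.36 and 0.21. The 10 astrocyte markers of that level had -1.16, with an upper quartile of -0.95. This argues against equal dilution for these markers but does not exclude it, since it rests on 7 genes that went both ways. With the *Gapdh* covariate the neutrophil and monocyte medians were 1.49 and 1.19 times as large, with upper quartiles of -1.01 and -0.53. This argues against RNA length in place of genotype as the whole cause there, though the covariate is correlated with genotype. RNA length stays open for astrocytes (0.598) and oligodendrocytes (0.253), whose medians shrank. It also stays open for neurones (1.30, upper quartile 0.05), whose members went both ways. The astrocyte, oligodendrocyte and neurone lists too still passed. A different carry-over of single cell types may also contribute, since the CD11b gate passes neutrophils and monocytes while the gates on CD11b, 7-AAD and size, and the sucrose step, would remove neural cells and debris, and 4 of the monocyte and 1 of the neutrophil markers stand in other lists. A lower number of these cells in the hSOD1 G93A cord was not tested and is equally open.

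Of 45 genes of S phase 11 were higher and 34 did not pass in hSOD1 G93A microglia, the list passing with the preset correlation and not with an estimated one (adjusted p = 0.209), and *Brca1* was higher by 1 of its 4 probe sets. A larger share of dividing cells stays open, since the G2 and mitosis median was 0.0356 without wild-type replicate 1, where that of the S phase list was 0.27, and this rests on 1 array. For *Brca1*, a lack of signal in the other probe sets may explain why they did not rise, but it cannot be told apart from a difference between transcripts, as the highest of their mean signals was 5.37, above 5, and the others lay below. A change of replication or repair in the microglia themselves was not tested apart from these.

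The 3' minus 5' difference of *Gapdh* was lower in each hSOD1 G93A array than in any wild-type array. With it as a covariate the median ratio of the fold changes of the 1206 genes was 0.904 (quartiles 0.743 and 1.08). All 1206 had the same direction. Whether RNA length in place of genotype is the whole cause of the differences cannot be told from this. The 1206 genes had been called on the same arrays, which favours genes of small spread within groups. The covariate was also correlated with genotype, at -0.74. The calls fell to 94 genes as the median standard error went from 0.131 to 0.183, the covariate being correlated with genotype. Both arrays numbered 1 had the highest astrocyte (by 0.60 in wild type and 0.41 in hSOD1) and lowest neutrophil signal (-0.84 and -0.53) of their group, a structure whose source may be preparation, and without both arrays 1842 genes passed.

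The 6 arrays make 10 splits into 3 and 3, too few for a share under 0.05. For each of the counts, 1 split, the real one, gave a result as large. The real split gave 1206 genes, 2089 probe sets, 560 genes at the paper's thresholds and 25 lists, and the highest of the other splits gave 0 genes and 0 probe sets by limma, 104 genes at the paper's thresholds and 15 lists.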

How the results depend on the processing

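The fits without both arrays numbered 1 and with the *Gapdh* covariate, the methods' t-test on any probe set and the paired test were chosen after seeing the data. The cause of the changes below was not tested. The fits that leave 1 or 2 arrays out also hold fewer arrays, and their counts moved both down and up. Of 1206 genes, limma's count became 1819 with array weights, 2221 with the replicate block, 2300 with the probe set of the largest absolute change, 1842 without both arrays numbered 1, 94 with the *Gapdh* covariate, and 358 to 1166 with 1 array left out. The methods' t-test gave 0 (2690 unadjusted) and an equal-variance t-test 61. The other alternatives gave 1025 to 1274. Of 2089 probe sets, the methods' t-test gave 0 and the equal-variance t-test 13, array weights 3549, the replicate block 4519, the fit without both arrays numbered 1 3796, the covariate 129, and leaving out 1 array 479 to 2195. The 560 genes at the paper's thresholds became 1150 at 1.5-fold, 300 at 2-fold and 353 with the mean of all probe sets, and 417 to 747 otherwise, with 519 to 633 when 1 array was left out. The 25 gene lists fell to 0 by camera with an estimated correlation and were 21 to 28 otherwise, with 22 to 27 when 1 array was left out. The highest, 28, was by fry, which tests a list against no change and not, as camera does, against the other genes. The replicate block rests on numbers whose arrays correlate, as deviations from their group, at 0.44, 0.24 and 0.04, and hSOD1 G93A replicate 3 correlates best with wild-type replicate 2 (0.42). The paper matched litters between groups but ties no array number to a litter. The p-values of its Table S1 equal those of a paired test of same-numbered arrays within 1%. With 1 array left out, the *Gapdh* difference ranged from -1.02 to -0.44 and that of beta-actin from -1.09 to -0.37.

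Of the 154 named genes, 40 lost their call without hSOD1 G93A replicate 2, 43 without hSOD1 G93A replicate 3, 33 without wild-type replicate 2, 36 without wild-type replicate 3, 12 without hSOD1 G93A replicate 1 and 9 without wild-type replicate 1. With the covariate 89 lost it, with the methods' t-test 119, with the equal-variance t-test 110 and with the mean of all probe sets 15. Without suffixed probe sets 10 lost it and kept their direction, and *Ak4* and *Pfkl* lost it as their direction turned. In the replicate block 17 of the named genes gained a call and 0 lost it, with array weights 13 and 0, and without both arrays numbered 1 13 and 2. Directions reversed as follows with 1 array left out, *Cybb* from -0.41 to 0.40, *Ifnar1* from -0.0054 to 0.39, *Il1b* from -0.019 to 0.44, *Itgam* from -0.19 to 0.11, *Lgals3* from -0.28 to 0.18 and *Sod1* from -0.12 to 0.19. List medians did so for p53 targets (-0.0090 to 0.053), endothelial and mural markers (-0.025 to 0.032), T and NK cell markers (-0.085 to 0.028) and erythroid and platelet markers (-0.086 to 0.056). Without suffixed probe sets *Ak4* had -0.33, *Msmo1* -0.62, *Pfkl* -0.017 and *Xrcc3* 0.076. Without both arrays numbered 1 *Cybb* had -0.035, *Ifnar1* -0.0097, *Vpreb3* -0.00495, G2 and mitosis -0.016 and the dissociation and immediate early response -0.019. With the covariate *Cybb* had -0.84, *Il10* -0.19, *Il1b* -0.088, *Pmaip1* -0.0031, the dissociation and immediate early response -0.052, endothelial and mural markers -0.024, B cell markers 0.017, erythroid and platelet markers 0.059 and the angiogenesis genes -0.049. The mean of all probe sets gave -0.088 for *Cybb* and -0.0012 for endothelial and mural markers, the probe set of the largest change -0.18 for *Cybb* and -0.43 for *Ifnar2*, and centred arrays 0.0020 for *Lgals3*. Signals below 5, close to background, limit what 14321 probe sets can show.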

Differences from the paper's values

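The settings described below as added, and the comparison of Table S1 with the deposited signals, were chosen only after the results were seen. The paper's value for *Cxcl13* is 5.7-fold, and here it rose 1.91-fold by the probe set of higher signal. Of 17 alternatives set before the data were examined, 1 removes the difference, the probe set with the largest absolute change (5.73-fold, with a wild-type signal of 4.63, close to background, so its size is uncertain), and the other 16 do not. In Fig. 2 the same gene is drawn at about 17, read by eye.

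For chemotaxis, immune response, coagulation and hypoxia the paper counts among its most significantly dysregulated genes of the process. For the inflammation network and angiogenesis it counts among the dysregulated genes of the process. Here the genes that Table S4 names and that were measured were counted at the paper's thresholds, a group that can differ in its members. Counts are taken to differ where 1 is more than 1.5 times the other, so a setting said to come within that bound does not reach the paper's count. For chemotaxis the paper's count of higher genes is 14 and here 9. The probe set of the largest absolute change (11) and a fold of 1.5 (10) come within the bound, and the other alternatives do not. The added *Gapdh* covariate (10; it drops 210 of the paper's 630 called entries) and the added methods' t-test on any probe set (11; it drops 0 of 630), both chosen after seeing the values, also come within it. For immune response the paper has 33 higher and 5 lower, and here 19 and 9. The higher count comes within the bound by the probe set of the largest change (25) and by the methods' t-test on any probe set (25), a setting chosen after seeing the values that drops 0 of the 630 entries. The lower count does so at a fold of 2 (7), and with the covariate (7) and the paired test (7), both chosen after seeing the values, which drop 210 and 93 of the 630. For coagulation the paper has 21 higher and here there are 10, and the count comes within the bound by the probe set of the largest change (15) or by the methods' t-test on any probe set (15), chosen after seeing the values and dropping 0 of 630. For hypoxia the paper has 16 higher and here there are 9, and the count comes within the bound without wild-type replicate 1, by the probe set of the largest change and at a fold of 1.5 (11 in each), or by the methods' t-test on any probe set (11), chosen after seeing the values and dropping 0 of 630. In each of these processes the other alternatives stay outside it. For the inflammation network the paper has 14 higher and here there are 9 of 14 measured genes, and for angiogenesis the paper has 16 and here there are 4 of 16. None of 21 alternatives brings these last counts within the bound (6 to 9 and 1 to 8 higher). Of the genes that Table S4 names for each process, the paper's own Table S1 holds 12 higher for chemotaxis (of 20), 27 for immune response (of 39), 18 for coagulation (of 31), 12 for hypoxia (of 20), 12 for the inflammation network (of 16 found there) and 10 for angiogenesis (of 18), each below the paper's count. For immune response it holds 12 lower, where the paper's count is 5.

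The paper gives *Gadd45gip1* as lower, beside a gene name that describes *Gadd45a*, and here *Gadd45gip1* rose by 0.54 while *Gadd45a* fell by 1.39. It gives *Lgals3* as higher, and here it had -0.02. Of the paper's other M1 and M2 priming genes measured here, *Tnf*, *Cxcl10*, *Clec7a*, *Igf1* and *Mmp12* rose and *Retnla* and *F13a1* fell, as the paper states. *Cd86* and *Grn*, which the paper gives as higher, did not pass by the probe set of highest signal (0.35 and 0.08) and did by another (1.02 and 1.13), as with the probe set of the largest absolute change. *Il1a*, which the paper does not find dysregulated, passed the adjusted test at 1.62-fold, below the paper's fold threshold. Among the immune response genes of Table S4B *Cst7* rose by 4.33, more than *Ccl5* (2.34) and *Cxcl13* (0.93), which the paper names as the most increased.

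All 630 entries of the paper's Table S1 match the deposited group means of 1 probe set (within 0.0006), and all 630 meet the paper's thresholds by the methods' t-test. The p-values printed there equal those of a paired test of same-numbered arrays within 1%, 93 of them being 0.05 or more, while the paper's methods name unequal variance.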

Other observations

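The levels of *S100a8* and *S100a9* were chosen for mention only after the results were seen. The paper ranks hypoxia and iron transport among its processes and proposes an antioxidative defence, and the lists of those names here are general ones.

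Ribosomal protein genes, which build the ribosome, had 11 of 42 higher (27 higher and 1 lower when adjusted over the list alone) and a median log2 fold change of 0.39 (camera, adjusted p = 3.75e-12, and adjusted p = 0.115 with an estimated correlation), with the largest rises in *Rplp0* (0.98), *Rpl6* (0.83), *Rps26* (0.69) and *Rps19* (0.68). Of 38 genes of mitochondrial respiration 6 rose (16 when adjusted over the list alone), with a median of 0.23 (adjusted p = 7.88e-06, and adjusted p = 0.149 with an estimated correlation), and *Atp5b* (0.88, which did not pass), *Sdhb* (0.67), *Atp5o* (0.64) and *Cox4i1* (0.59) had the largest log2 fold changes. Cholesterol synthesis had 2 of 20 genes higher, *Sqle* (0.99) and *Sc5d* (0.55), 7 when adjusted over the list alone, and a median of 0.23 (adjusted p = 8.05e-04, and adjusted p = 0.149 with an estimated correlation), while *Msmo1* (0.84) and *Dhcr7* (0.62) did not pass. The call of *Rplp0* was lost without hSOD1 G93A replicates 2 and 3 or wild-type replicates 1 and 3 (adjusted p = 0.112, 0.137, 0.0607 and 0.117). *Rpl6* did not pass without hSOD1 G93A replicates 2 and 3 or wild-type replicate 3 (adjusted p = 0.0695, 0.0736 and 0.0607). The call of *Rps19* was lost without hSOD1 G93A replicate 3 or wild-type replicate 3 (adjusted p = 0.0553 and 0.0557). *Sdhb* did not pass without hSOD1 G93A replicate 3 or wild-type replicate 2 (adjusted p = 0.0636 and 0.0513). The call of *Atp5o* was lost without hSOD1 G93A replicate 3 or wild-type replicates 2 and 3 (adjusted p = 0.0859, 0.0528 and 0.0737). *Cox4i1* did not pass without hSOD1 G93A replicates 2 and 3 or wild-type replicates 2 and 3 (adjusted p = 0.0682, 0.0924, 0.0557 and 0.0737). The call of *Sc5d* was lost without hSOD1 G93A replicates 2 and 3 or wild-type replicates 2 and 3 (adjusted p = 0.0797, 0.11, 0.0824 and 0.0996). *Atp5o* had 0.35 with the mean of all its probe sets (adjusted p = 0.104) and did not pass there.

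Iron handling had 3 genes higher, among them *Slc11a1* (0.87) and *Alas1* (0.75), and 3 lower, among them *Steap4* (-0.82), of 20 (7 and 3 when adjusted over the list alone), with a median of 0.03 (adjusted p = 0.56). The lower genes count *Heph*, whose signals of 2.47 in hSOD1 G93A and 3.14 in wild-type microglia both lie below 5, close to background, so its fall is uncertain. The antioxidant response had 3 higher, with *Prdx4* (1.39) and *Sqstm1* (1.19), and 1 lower of 28 (6 and 1 when adjusted over the list alone), a median of 0.08 (adjusted p = 0.118), and no call for *Nfe2l2* (0.65) and *Prdx2* (0.52). Left without single arrays, the iron handling median ranged from 0.0053 to 0.11 and the antioxidant median from 0.052 to 0.15. Glycolysis and hypoxia had 5 higher and 4 lower of 32 (12 and 5 when adjusted over the list alone), with a median of 0.23 (adjusted p = 0.0332, and adjusted p = 0.386 with an estimated correlation), and *Ak4* (1.53) and *Pfkl* (1.17) rose beside *Egln3*. Without suffixed probe sets these directions turned and did not pass, at -0.33 for *Ak4* (adjusted p = 0.275) and -0.017 for *Pfkl* (adjusted p = 0.983). Another probe set of *Ak4* without a suffix rose by 0.75 (adjusted p = 0.0361 over all probe sets), with a wild-type signal of 4.28, close to background. Its others without a suffix, at 0.029 and -0.19, did not pass. The setting drops another probe set of *Pfkl*, at 0.99, which did not pass (adjusted p = 0.0546 over all probe sets). The adjusted p of *Ak4* ranged from 3.01e-04 to 0.275 and that of *Pfkl* from 3.62e-04 to 0.983 over the alternatives. The adjusted p of the glycolysis and hypoxia list was 0.116 without hSOD1 G93A replicate 2, 0.0854 without hSOD1 G93A replicate 3 and 0.151 without wild-type replicate 1, and it was 0.0607 at a mean signal of at least 5, 0.0802 by fry and, for a median of 0.18, 0.731 with the *Gapdh* covariate, added after seeing the data. The call of *Alas1* was lost without hSOD1 G93A replicates 2 and 3 or wild-type replicate 2 (adjusted p = 0.0641, 0.106 and 0.0741). *Steap4* did not pass without hSOD1 G93A replicate 2 or wild-type replicates 2 and 3 (adjusted p = 0.0594, 0.0643 and 0.0713). *Steap4* had -0.29 with the mean of all its probe sets (adjusted p = 0.102) and did not pass there. *Ak4* had 0.36 with the mean of all its probe sets (adjusted p = 0.0585) and did not pass there. *Pfkl* had 0.71 with the mean of all its probe sets (adjusted p = 0.0845) and did not pass there.

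The dissociation and immediate early response, which the enzymes and the sort can induce, had 9 of 39 genes higher (10 higher and 2 lower when adjusted over the list alone) and a median of 0.08 (adjusted p = 0.04999, and adjusted p = 0.315 with an estimated correlation), with rises of *Rrad* (1.37) and *Gem* (1.29) beside *Ccl4* and *Tnf*. The adjusted p of the dissociation and immediate early response was 0.155 without hSOD1 G93A replicate 3, 0.146 without wild-type replicate 1 and 0.0641 without wild-type replicate 3, and it was 0.06995 with the replicate block and 0.0927 at a mean signal of at least 5. With 1 array left out its median ranged from 0.044 to 0.19, and it turned to -0.052 (adjusted p = 0.808) with the *Gapdh* covariate and to -0.019 (adjusted p = 0.0565) without both arrays numbered 1, both added after seeing the data. The call of *Gem* was lost without hSOD1 G93A replicates 2 and 3 or wild-type replicates 2 and 3 (adjusted p = 0.0752, 0.0632, 0.0501 and 0.0737).

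T and NK cell markers had 3 higher, among them *Ccl5*, and 3 lower, *Klrd1*, *Il7r* (-1.32) and *Ms4a4b* (-1.21, with an hSOD1 G93A signal of 3.87, close to background), of 22 (3 and 4 when adjusted over the list alone), with a median of -0.03 (adjusted p = 0.56). B cell markers had 1 higher, *Cd22* (2.09), and 1 lower, *Bank1* (-1.12), of 12, also when adjusted over the list alone, with a median of -0.03, a mean of 0.09 and a downward direction of the list test (adjusted p = 0.884), and *Pax5* (0.27) and *Vpreb3* (0.18) did not pass. The B cell median ranged from -0.044 to -0.0059 with 1 array left out. Of 10 erythroid and platelet markers 2 fell, *Alas2* (-0.93) and *Selp* (-0.74, and -1.37 by another probe set with an hSOD1 G93A signal of 4.70, close to background), with 1 higher and 2 lower when adjusted over the list alone, a median of -0.01 (adjusted p = 0.619), and no call for *Tubb1* (0.42) and *Gp5* (0.33). The neutrophil genes *S100a8* and *S100a9* had mean signals of 14.1 and 14.0 in hSOD1 G93A and 14.5 and 14.4 in wild-type microglia, close to the highest of any array (14.59), so a lack of change cannot be read from them. The call of *Il7r* was lost without hSOD1 G93A replicates 2 and 3 or wild-type replicate 3 (adjusted p = 0.074, 0.0655 and 0.0626). *Alas2* did not pass without hSOD1 G93A replicates 2 and 3 or wild-type replicates 2 and 3 (adjusted p = 0.124, 0.106, 0.112 and 0.116). The call of *Selp* was lost without hSOD1 G93A replicates 1, 2 and 3 or wild-type replicates 2 and 3 (adjusted p = 0.0513, 0.0579, 0.101, 0.0972 and 0.138).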
